# Sustained Accumulation of Molecular Clock Suppressors Period 1 and Period 2 Promotes C2C12 Myotube Atrophy Through an Autocrine-Mediated Mechanism With Relevance to Androgen Deprivation-Induced Limb Muscle Mass Loss

**DOI:** 10.1093/function/zqaf030

**Published:** 2025-07-09

**Authors:** Grant R Laskin, Jennifer L Steiner, Wayne A Ayers-Creech, Michael L Rossetti, Kirsten R Dunlap, Cynthia Vied, Choogon Lee, Nicholas P Greene, Dennis K Fix, Orlando Laitano, Kislay Parvatiyar, Bradley S Gordon

**Keywords:** inflammation, hypogonadism, RNA sequencing, circadian rhythm

## Abstract

Low testosterone in males (hypogonadism) is associated with limb muscle mass loss, yet the underlying mechanisms of muscle mass loss remain largely unknown. We previously showed androgen deprivation disrupted limb muscle molecular clock function, and the disruption coincided with elevated levels of the primary molecular clock suppressor, Period 2 (*Per2*). The purposes herein were to determine if PER2 overexpression leads to muscle atrophy and if preventing PER2 accumulation blunts limb muscle mass loss in response to androgen deprivation. Here, we identify *Per2* as a negative regulator of muscle size. Overexpression of *Per2* in differentiated C2C12 myotubes reduced myotube diameter, while deletion of *Per2* in male mice partially preserved tibialis anterior (TA) mass following castration. The muscle-sparing effect of *Per2* deletion in vivo was specific to the TA despite evidence of molecular clock disruption and mass loss in other muscles. Subsequently, we show overexpression of the other primary clock suppressor, Period 1 (*Per1*) also reduced myotube diameter in differentiated C2C12 myotubes. Mechanistically, both *Per1* and *Per2* overexpression *in vitro* induced muscle atrophy in part by an autocrine-mediated mechanism likely involving inflammation as their overexpression induced an inflammatory gene expression signature and increased cytokine/chemokine secretion. Moreover, incubation of C2C12 myotubes in the media conditioned from *Per1* or *Per2* overexpressing myotubes reduced myotube diameter. Several inflammatory genes identified *in vitro* were also altered in the limb muscles in response to androgen deprivation. These findings identify a previously unrecognized role for *Per1/2* in regulating skeletal muscle mass with implications for muscle loss during hypogonadism.

## Introduction

Skeletal muscle is the largest organ in the body by mass with important functions related to locomotion and whole-body metabolic homeostasis.^1^ Limb muscles account for the majority of total muscle mass,^2^ meaning they are central to movement and metabolic homeostasis. Low testosterone levels in males (hypogonadism) are strongly associated with the loss of limb muscle mass, and restoring testosterone levels to the normal physiological range in hypogonadal men can increase limb muscle mass.^3^^,^^4^ However, testosterone treatment may not be well tolerated by those hypogonadal men that could benefit from it the most. For instance, a study testing the efficacy of testosterone replacement in frail, elderly hypogonadal men was stopped early due to greater incidence of adverse cardiovascular events in the testosterone treated group.^5^ Additionally, testosterone enhances malignant tumor growth,^6^^,^^7^ posing a significant risk for cachectic hypogonadal men with malignant tumors. Safe and effective alternatives are needed, but their development is hindered because the molecular mechanisms driving limb muscle mass loss during hypogonadism remain largely unknown.

The presumed pathway by which testosterone regulates muscle mass is via the androgen receptor. However, genetic deletion of the androgen receptor in vivo does not induce limb muscle mass loss^8^^,^^9^^,^^10^^,^^11^ indicating it is the presence of androgens, not androgen receptor activity, that regulates limb muscle mass.^11^ Other proposed androgen-sensitive factors have also not proven functional in vivo. For example, treating myotubes in culture with supraphysiological levels of testosterone increased myotube diameter in a manner that appears to be fully dependent upon the mechanistic target of rapamycin in complex 1 (mTORC1) pathway.^12^ However, our in vivo work showed inhibiting mTORC1 in castrated rodents did not prevent testosterone from fully restoring limb muscle mass to uncastrated levels.^13^ Thus, the molecular factors by which androgens have been proposed to control muscle mass have not proven effective at regulating limb muscle mass in vivo.

Our laboratory’s search for pathways altered in the limb muscle following androgen deprivation identified disruptions to the limb muscle molecular clock.^14^ The molecular clock is a transcription-translation feedback loop that has emerged as an important regulator of skeletal muscle homeostasis.^15^^,^^16^ The clock consists of a positive arm comprised of the transcription factors Brain and Muscle ARNT-Like 1 (BMAL1) and Circadian Locomoter Output Cycles Protein Kaput (CLOCK). The negative arm of the clock is comprised of the Period (PER) and Cryptochrome (CRYs) proteins.^17^^,^^18^^,^^16^ While three PER proteins have been identified (PER1-3), PER1 and PER2 are considered the primary components of the negative arm of the clock as they dimerize with the CRYs to suppress the transcriptional activity of the BMAL1/CLOCK complex.^17^

Turnover of the PER1/2 proteins is the primary node regulating clock function as sustained accumulation of either PER1 or PER2 strongly disrupts clock function.^17^^,^^18^^,^^19^ Accordingly, our laboratory showed molecular clock disruption in the limb muscles coincided with elevated PER2 protein content (PER1 was not assessed in that report),^14^ suggesting the molecular clock disruption was due at least in part to sustained accumulation of PER2. While molecular clock disruption does not appear to directly regulate limb muscle mass per se as *Bmal1* deletion in developed muscle does not promote atrophy,^20^^,^^16^ it is possible sustained PER2 accumulation may yield muscle atrophy by functioning outside of the clock. For instance, high levels of PER2 in cancer cells exhibit functions outside of the core clock including activation of pathways such as p53,^21^ which is known to promote muscle atrophy and is hyperactive in the limb muscle when androgen levels are low.^22^^,^^23^ Therefore, we tested the hypotheses that PER2 overexpression is sufficient to induce muscle atrophy and preventing PER2 accumulation blunts the loss of limb muscle mass in response to androgen deprivation. Herein, we show *Per2* overexpression induces muscle atrophy in vitro, and *Per2* deletion in male mice partially preserves tibialis anterior (TA) mass in response to androgen deprivation. Mass of other limb muscles following androgen deprivation were not affected by *Per2* deletion despite evidence of clock disruption and mass loss in those muscles,^14^ prompting us to test the hypothesis that *Per1* overexpression also induces muscle atrophy. We demonstrate *Per1* overexpression also yields muscle atrophy in vitro. Together, these findings support a model whereby PER1 and/or PER2 accumulation contribute to limb muscle mass loss when androgen levels are low.

## Materials and Methods

### C2C12 Cell Culture, Adenovirus Transduction, and Myotube Diameter

C2C12 cell culture experiments were conducted as previously described.^24^ C2C12 myoblasts were purchased from ATCC (cat. #CRL-1772; Manassas, VA, USA) and cultured subconfluently at 37°C in 5% CO_2_ in complete growth media consisting of high glucose Dulbecco’s modified Eagle’s Media (DMEM; cat. #10-017-CV; Corning Life Sciences, Tewksbury, MA, USA) containing 10% fetal bovine serum (FBS; cat. #EF-0500-A; Atlas Biologicals, Fort Collins, CO) and 1% penicillin-streptomycin (PS; cat. #15140122; Thermo Fisher Scientific, Waltham, MA, USA). Experiments were conducted in 12- or 24-well plates (cat. #10062-894 or 10062-896; VWR, Radnor, PA, USA) pre-coated with a Type I rat tail collagen matrix. Coating consisted of diluting RatCol collagen solution (cat. #5056-20ML; Advanced Biomatrix, Carlsbad, CA, USA) and acetic acid into sterile water to a final concentration of 100 µg/mL for rat collagen and 0.1% acetic acid. Five hundred µL of the final solution was added to each well of the plate and incubated under UV light for 2 h to allow collagen to polymerize. Prior to plating myoblasts, the collagen solution was aspirated, and wells were rinsed twice with sterile phosphate buffered saline. Myotube differentiation was initiated when cells reached ∼95-100% confluence by changing to differentiation media consisting of high glucose DMEM containing 2% horse serum (HS; cat. #16050130; Thermo Fisher Scientific, Waltham, MA, USA), 1% PS, and 1 µm insulin (cat. #11070-73-8; Sigma-Aldrich, Burlington, MA, USA).

C2C12 myoblasts were differentiated for 3 days prior to experimentation. Differentiation was confirmed prior to experimentation on day 4 by the presence of multinucleated mature myotubes covering the wells. After confirmation, C2C12 myotubes were transduced using adenoviruses obtained from Vector Biolabs (Malvern, PA, USA) encoding *Per1 + Gfp* (Ad-*Gfp*-m-*Per1*;), *Per2 + Gfp* (Ad-*Gfp*-m-*Per2*), or adenovirus encoding *Gfp* only as a control (Ad-CMV-*Gfp*; cat. #1060). Adenoviruses encoding *Per1* (RefSeq#: BC091645) and *Per2* (RefSeq#: NM_011066) were custom made by Vector Biolabs. The expression of all genes was driven by cytomegalovirus (CMV) promoters with *Per1/2* and *Gfp* driven by separate CMV promoters within the same viral vector. Transduction consisted of adding the adenovirus directly to the differentiation media at final viral concentrations of 3.2 × 10^8^ PFU/mL of media (*Per1 *+ *Gfp* and *Per2* + *Gfp)*, and 8.0 × 10^7^ PFU/mL of media for the *Gfp* only vectors. The viral concentrations used in the experiments were those which produced the highest transduction efficiency (eg, highest number of GFP-positive myotubes) while maintaining cell viability. Twenty-four hours after transduction, virus-containing media was changed to fresh differentiation media for experiments lasting 48 h. Twenty-four- or fourty-eight-h post-transduction, nonoverlapping myotube images from the entire well were acquired at 200× on a Leica DMi8 microscope (Wetzler, Germany) mounted with a Leica DFC7000 T camera using Leica Application Suite X software. Bright field and fluorescent images were taken concurrently. To circumvent fluorescent interference from cellular debris and/or unfused myoblasts, myotube diameter was measured on the bright field image with the corresponding fluorescent image used to determine GFP-positive myotubes for measurement. Only GFP-positive myotubes with an elongated, mature, non-nascent morphology were analyzed (visualization is found in^25^).

The diameters of ≥72 myotubes per transduction condition were determined in each experimental replicate as follows. For each myotube, 5 diameter measurements were taken along its length and averaged to obtain a single diameter. These individual myotube diameters were then averaged to yield a single diameter value per transduction condition. Mean diameters of *Per1* or *Per2* transduced myotubes were normalized to the mean diameter of *Gfp* transduced myotubes within the same replicate. Normalized values from the three independent replicates were averaged for final analysis. All measurements were performed using ImageJ software (NIH, Bethesda, MD, USA) by an investigator blinded to the transduction conditions. Each replicate included *Gfp* and *Per* transduction conditions.

Separate C2C12 myotube experiments were used for gene expression analysis or protein analysis and each consisted of 3 independent experimental replicates, with each experimental replicate containing between 2 to 6 biological replicates per virus. For RNA analysis, cells were harvested in 500 μL TRI Reagent (Zymo Research, Irvine, CA, USA). Gene expression was assessed relative to the *Gfp* only condition within each experimental replicate, and the gene expression fold changes from each experimental replicate were averaged to generate the final dataset. For gene expression experiments, we transduced more wells with *Per1* and *Per2* than *Gfp* within each experimental replicate because of a limited quantity of *Gfp* adenovirus. No samples/wells were removed due to outlying values in gene expression. For protein analysis, transduced myotubes were harvested in buffer containing 50 mm Hepes (pH 7.4), 0.1% Triton X-100, 4 mm EGTA, 10 mm EDTA, 50 mm Na_4_P_2_O_7_, 100 mm β-glycerophosphate, 25 mm NaF, 5 mm Na_3_VO_4_, and 10 μL/mL of protease inhibitor cocktail (cat. #*P*-8340; Sigma-Aldrich). The protein content of each sample was quantified via the Bradford method, and equal quantities of protein were diluted in 2X Laemmle buffer.

### Conditioned Media and Myotube Diameter

C2C12 myoblasts were differentiated in 12-well plates and transduced with adenovirus as described above (one plate for each virus). Twenty-four hours post-transduction, virus containing media was replaced with fresh differentiation media. Forty-eight hours post-transduction, media from each transduction condition was harvested (*n* = 5 wells per transduction condition), centrifuged at 1000 *g* for 10 min at 4°C, and frozen and stored at −80°C. Those conditioned media replicates (*n* = 5/transduction condition) were subjected to multiplex analysis described below. The remaining media from each plate/transduction condition was collected and pooled. The pooled conditioned media from each transduction was centrifuged at 1000 *g* for 10 min to pellet any cellular debris.

The debris-free conditioned media was immediately added to fully differentiated C2C12 myotubes or frozen and stored at −80°C for subsequent use. For each subsequent use, the frozen media was thawed in a 37°C bead bath immediately before adding the media to the myotubes. Myotubes were incubated in the conditioned media for 24 h before assessing myotube diameter using the same procedures described in *Adenovirus transduction and myotube diameter*. Alternatively, myotubes were incubated in conditioned media for 1 h prior to harvest in 1× Laemmli sample buffer before assessing protein signaling by Western blot analysis.

### Animals

Male C57Bl/6 J mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA). Male C57Bl/6 mice with the *Per2* gene disrupted (*Per2*−/−) were provided by Dr. Choogon Lee and bred with C57Bl/6 J mice to generate *Per2 *+/- mice. *Per2 *+/- mice were bred together to generate the *Per2*−/− mice and corresponding *Per2*+/+ littermates. All mice were housed in a temperature- (25°C) and light- (12 h light/12 h dark) controlled environment within the vivarium at Florida State University (FSU). Mice were provided standard 5001 rodent chow (LabDiet, St. Louis, MO, USA) and access to water *ad libitum* throughout the studies. Animals were euthanized by cardiectomy while under deep isoflurane anesthesia. All animal facilities and experimental procedures were approved by the Institutional Animal Care and Use Committees of FSU.

### Castration of *Per2*+/+ and *Per2*−/− Mice

At 16 wk of age, male *Per2*+/+ and male whole body *Per2*−/− mice were each randomized into 2 groups of equal body weight. One group of mice from each genotype was subjected to castration surgery where the testicles were removed through a ∼1 cm incision in the lower abdomen. The other groups from each genotype were subjected to sham surgery that included the same procedures, but the testicles were left intact. All surgical procedures were performed under deep isoflurane anesthesia (3%) and post-operative pain was alleviated with 2 subcutaneous injections of buprenorphine (0.1 mg/kg/injection), with each injection separated by 5 h. The castration procedure has been previously described.^13^ All mice recovered for 8 wk to ensure development of limb muscle mass loss. Body composition was then assessed by EchoMRI and tissues were harvested, frozen in liquid nitrogen, and stored at −80°C.

### Androgen Deprivation Time Course

Fourteen-week-old male mice were randomized into eleven groups of equal body mass. One group was euthanized on the day of the surgery to establish baseline body/organ/tissue phenotype values (*N* = 4). Five of the remaining groups were subjected to castration surgery (*N* = 3/group) while the other 5 remaining groups were subjected to sham surgery (*N* = 3/group) as described above. A group of mice subjected to castration or sham surgeries were each euthanized at 7, 14-, 21-, 28-, and 49-days post-surgery, which represents the time course of limb muscle mass loss. All tissues were harvested under deep isoflurane anesthesia (3%). To minimize influence of diurnal variation on our outcome measures, tissues from sham and castrated mice were collected at the same time on each day of harvest throughout the time course, with all days of harvest occurring ∼5-8 h into the dark cycle. All samples were collected in the freely fed metabolic state. Following extraction, all tissues were flash frozen in liquid nitrogen and stored at −80°C until further analysis.

### RNA Extraction, cDNA Synthesis, and Quantitative Real Time Polymerase Chain Reaction (qRT-PCR)

RNA from ∼20 mg of TA or gastrocnemius muscle was homogenized in 600 µL of Zymo Tri Reagent (Irvine, CA, USA). The RNA from homogenized muscle or C2C12 myotubes was isolated using a Zymo Direct-zol RNA Miniprep kit with on-column DNase treatment (Irvine, CA, USA; cat. #R2050). RNA quantity and purity was determined spectrophotometrically by the 260- to 280-nm ratio. cDNA was synthesized from 0.75-1 µg of RNA using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA; cat. #4368814). qRT-PCR was conducted on either QuantStudio3 (Thermo Fisher Scientific, Waltham, MA, USA) or QuantStudio7 (ThermoFisher Scientific) using PowerUp SYBR Green Master Mix (cat. #A25742; Thermo Fisher Scientific) or TaqMan Fast Advanced Master Mix (cat. #4444557; Applied Biosystems, Foster City, CA, USA). The conditions for qRT-PCR with SYBR Green were an initial 2 min at 50°C and 2 min at 95°C, followed by 40 cycles with each cycle consisting of a 15 s denature step at 95°C, a 15 s annealing step at 55°C, and a 1-min extension step at 72°C. A melt curve analysis was performed for each primer pair to ensure that a single product was amplified, and the product sizes for each primer pair were verified via agarose gel electrophoresis prior to experimentation. The conditions for TaqMan were an initial 2 min at 50°C and 10 min at 95°C, followed by 45 cycles with each cycle consisting of a 15 s denature step at 95°C, a 1 min annealing step at 60°C, and a 1-min extension step at 60°C. Relative expression levels of each target gene were normalized using the ΔΔC_t_ method with *Rplp0* as the reference gene as *Rplp0* mRNA content was not altered by the treatments in vitro or in vivo. *Per1* (Mm00501813_m1), Interferon gamma (*Ifng*; Mm01168134_m1), Interleukin 18 (*Il18*; Mm00434226_m1), Interleukin 17b (*Il17b*; Mm01258783_m1), Inhibitor of Nuclear Factor Kappa B Kinase Subunit Epsilon (*Ikbke*; Mm00444862-m1), C-C Motif Chemokine Ligand 5/RANTES (*Ccl5*; Mm01302427_m1), C-C Motif Chemokine Ligand 8 (*Ccl8*; Mm01297183_m1), C-X-C motif chemokine ligand 9/MIG (*Cxcl9*: Mm00434946_m1), and C-X-C motif chemokine ligand 10/IP-10 (*Cxcl10*; Mm00445235_m1) were measured using predesigned TaqMan primer probes. The primer sequences for SYBR green reactions are shown in Table 1.

**Table 1.** SYBR Green Primer Sequences

Gene Symbol	Forward (5′-3′)	Reverse (5′-3′)	Amplicon Size, bp
*Rplp0*	CAACCCAGCTCTGGAGAAAC	GTTCTGAGCTGGCACAGTGA	169
*Per2*	AGCCACCCTGAAAAGGAAGT	GGTGAGGGACACCACACTCT	184
*Hspa1a*	TGGTGCTGACGAAGATGAAG	ATGATCCGCAGCACGTTTAG	154

### RNA Sequencing

Total RNA extracted from myotubes overexpressing *Per1, Per2*, or expressing *Gfp* within an experimental replicate was subjected to RNA sequencing. A next generation sequencing library was prepared for each sample using NEBNext Poly(A) mRNA Magnet Isolation Module followed by NEBNext Ultra II Directional RNA Library Kit for Illumina. Libraries were barcoded for multiplexing with NEBNext Multiplex Oligos for Illumina. Each multiplexed library was sequenced as a paired-end, 50 base pair sequencing run on an Illumina NovaSeq 6000, located in the Translational Science Laboratory at the Florida State University College of Medicine. Adapter trimming was performed as part of individual library demultiplexing. Quality control analysis of each library was performed using fastQC (bioinformatics.babraham.ac.uk/projects/fastqc/). Star aligner^26^ was used for mapping and alignment of the raw reads to the mouse genome (current version, GRCM39), generating counts for each gene. DESeq2^27^ was used to determine statistically significant differentially expressed genes (DEGs) in *Per1/2* overexpressing myotubes relative to *Gfp* expressing myotubes. These steps yielded lists of DEGs with a False Discovery Rate of *P *< 0.05 (adj. *P*-value) and a measure of confidence of the difference for each comparison. The raw data from the RNA sequencing analysis are publicly available in GEO (GSE299632).

### Functional Gene Enrichment and Prediction of Regulatory Transcription Factors

Upregulated and downregulated DEGs from *Per1* or *Per2* overexpressing myotubes were uploaded into the Database for Annotation, Visualization, and Integrated Discovery (DAVID; david.ncifcrf.gov) software to define the most enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.^28^ DEGs were included in analyses if they had significant adjusted *P*-values ≤ 0.05 and a ± Log2 fold change ≥ 0.5. The top 500 upregulated DEGs (based upon Log2 fold change) were then uploaded into Landscape *In Silico* deletion Analysis (LISA; lisa.cistrome.org/) software to identify predicted transcription factors regulating each gene list.^29^

### Luminex Assay

Conditioned media (*n* = 5/transduction condition) was thawed on ice and cytokine/chemokine levels were measured using a custom designed Procartaplex multiplex assay (ThermoFisher) according to manufacturer instructions. Cytokine/chemokine levels in the conditioned media were determined on a Luminex Magpix system (Luminex Corporation, Austin, TX, USA) using magnetic beads and light-emitting diodes (LEDs) to detect analytes. Levels of CXCL9/MIG, CXCL10/IP-10, IFNγ, CCL5/RANTES, and IL18 were assessed using xPONENT software, in duplicate and successfully detected in all samples. No samples were excluded from the analysis. Raw fluorescence intensity data from the Luminex assay were processed using Belysa software (Belysa™ Immunoassay Curve Fitting Software, version 1.1, MilliporeSigma, Darmstadt, Germany), which enabled the generation of standard curves and the calculation of analyte concentrations through curve fitting and interpolation.

### Western Blot Analysis

Proteins were fractionated on 4-20% Tris-Glycine Criterion precast gels (Bio-Rad, Hercules, CA, USA) and transferred to polyvinylidene difluoride (PVDF) membranes. PVDF membranes were blocked in 5% non-fat dried milk in Tris-buffered saline + 0.1% Tween 20 (TBST) and membranes were incubated with primary antibodies diluted in TBST overnight at 4°C. Antibodies against Interferon Regulated Factor 3 (IRF3 Ser396; cat. #4947, diluted 1:5000), total IRF3 (cat. #4302, diluted 1:5000), Nuclear Factor Kappa Beta/Rela (NF-κB/RELA Ser536; cat. #3033, diluted 1:5000), total NF-κB/RELA (cat. #8242, diluted 1:1000), Signal Transducer and Activator of Transcription 3 (STAT3 Tyr705; cat. #9145, diluted 1:5000), total STAT3 (cat. #4904, diluted 1:5000), Extracellular Regulated Kinase 1/2 (ERK1/2 Thr202/Tyr204; cat. #9101, diluted 1:5000; cat. #2555), and total ERK1/2 (cat. #9102, diluted 1:5000; cat. #2555) were obtained from Cell Signaling Technology (Danvers, MA, USA). Primary antibodies against PER1 and PER2 were developed in the laboratory of Dr Choogon Lee. Following incubation with secondary antibodies (Anti-Rabbit IgG, Bethyl Laboratories, Montgomery, TX, USA, diluted 1:10 000, cat. #A-120-101P or Anti-Guinea Pig IgG, Sigma-Aldrich, St. Louis, MO, USA, diluted 1:10 000, cat. #A-7289), the antigen-antibody complex was visualized via enhanced chemiluminescence using Clarity reagent (cat. #1705061; Bio-Rad) on a ChemiDoc Touch imaging system (Bio-Rad). The ratio of the phosphorylated protein to the corresponding total protein was used in the analysis. Ratios were normalized to the values in the *Gfp* expressing samples.

### Statistical Analysis

Unpaired Student’s *t-*tests were used to compare normalized myotube diameter at 24 h or 48 h, gene contents between transduction conditions by qRT-PCR, and all % differences for the *Per2*+/+ and *Per2*−/− castration experiment. One-way ANOVA was used to evaluate differences in cytokine levels by Luminex and levels of phosphorylated to total protein ratios by Western blot analysis. Dunnett’s multiple comparisons test was used to assess specific pairwise comparisons when a significant F-value was observed by One-way ANOVA. Two-way ANOVA was used to evaluate muscle mass and gene expression across time in response to castration using Time and Castration as the two factors. Sidak’s multiple comparisons test was used post hoc to assess specific pairwise comparisons when an interaction was observed. All analyses were performed using GraphPad Prism Software (Version 10, La Jolla, CA, USA). Significance was set at *P* ≤ 0.05 for all analyses. All data are presented as mean ± SD or individual data points superimposed onto the mean ± SD.

## Results

### *Per2* Overexpression Induces Myotube Atrophy in Vitro While *Per2* Deletion Partially Preserves Limb Muscle Mass in Response to Androgen Deprivation

We first determined whether adenoviral-mediated overexpression of *Per2* was sufficient to induce myotube atrophy. The diameter of myotubes overexpressing *Per2* was not different than values in *Gfp* expressing myotubes 24 h post-transduction (*P *= 0.1716; Figure 1A) despite elevated PER2 protein levels in *Per2* transduced myotubes at that timepoint (Figure 1B). However, the diameter of *Per2* overexpressing myotubes was 20% thinner than *Gfp* expressing myotubes 48 h post-transduction (*P *= 0.0064; Figure 1A and C). The reduction in myotube diameter is unlikely the result of impaired myogenesis because transduction occurred only after mature myotubes had formed, and similar outcomes were observed when transduction was performed after 6 days of differentiation (data not shown).

**Figure 1.**
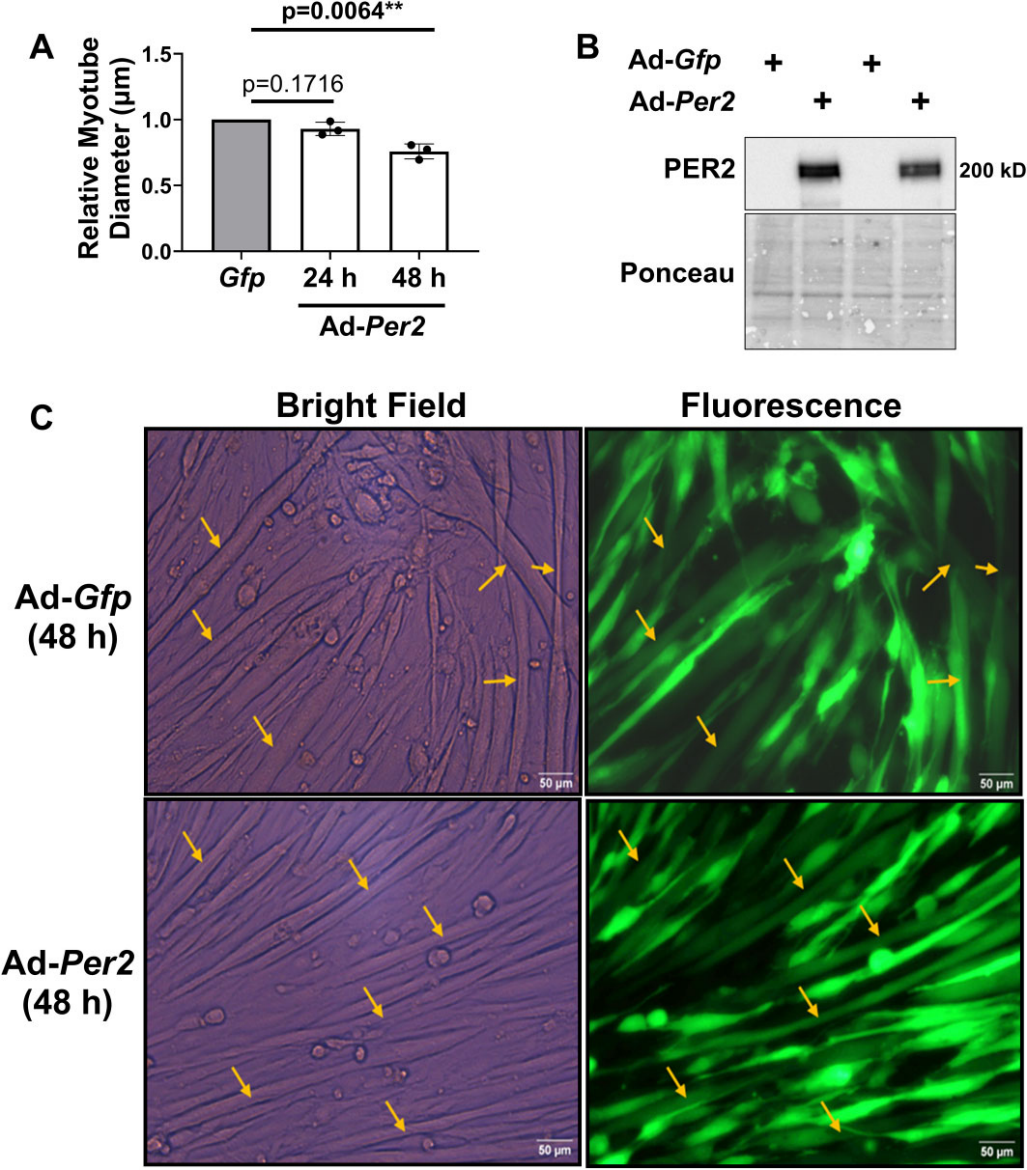
Overexpression of *Per2* induces muscle atrophy in vitro. (A) The diameters of myotubes overexpressing *Per2* relative to the diameters of myotubes overexpressing *Gfp* were determined at 24 h or 48 h post adenoviral transduction. (B) PER2 protein levels were assessed 24 h post adenoviral transduction by Western blot analysis. (C) Representative images of *Gfp* and *Per2* transduced myotubes 48 h post-transduction. Pictures are at 20×. Scalebar is 50 µm. Arrows indicate myotubes included in the analysis. All C2C12 myotube diameter experiments consisted of 3 independent experimental replicates with each replicate containing separate plates for each virus. The diameters of myotubes from each virus within a replicate were averaged to generate a single diameter value for that replicate. The mean diameter values from each replicate were used in the final analysis.

Since overexpression of *Per2* was sufficient to induce atrophy in vitro, we determined whether deletion of the *Per2* gene in vivo preserved limb muscle mass in response to androgen deprivation. To evaluate this, we compared the % difference between values in the castrated group to values in the sham group for each genotype, with a smaller % difference between the castrated and sham groups indicating preservation of that measure. The % differences in body mass and total lean mass between the castrated and sham groups within each genotype (*Per2+/+* or *Per2−/−*) were not different (*P* ≥ 0.181, Figure 2A-B). The % difference in fat mass was more positive in the *Per2−/*− group relative to the *Per2+/+* group (*P *= 0.03, Figure 2C), indicating fat mass was gained in response to castration in the *Per2*−/− group. The % difference in TA mass between sham and castrated groups was smaller in *Per2*−/− group compared to *Per2*+/+ group (*P *= 0.044, Figure 2D), indicating preservation of mass by *Per2* deletion. However, no genotype differences were observed for the gastrocnemius or triceps surae complex masses (*P* ≥ 0.492, Figure 2E-F). It is unlikely that loss of *Per2* altered the content of PER1 as previous work showed loss of *Per2* did not alter PER1 protein content in the liver.^30^

**Figure 2.**
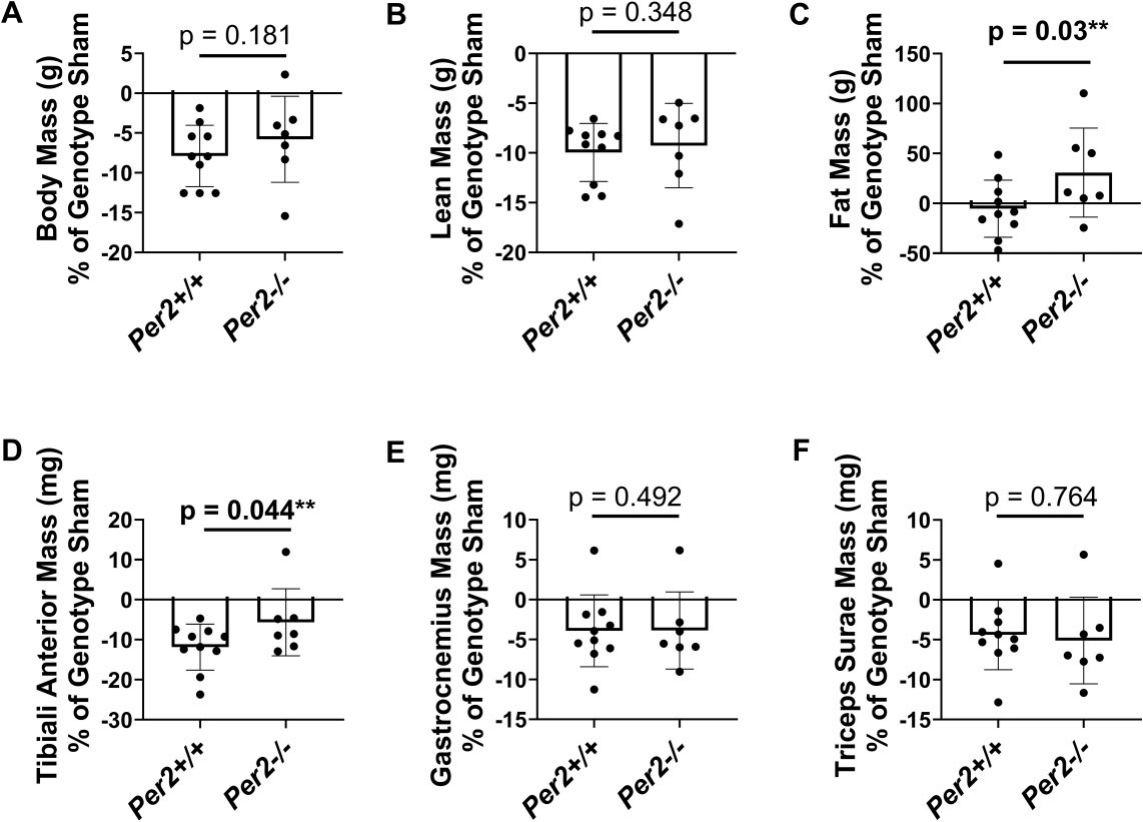
Loss of *Per2* preserves some limb muscle mass in response to androgen deprivation. (A-F) % differences in body or organ masses between the castrated group and the corresponding sham group of *Per2+/+* and *Per2−/*− mice 8 wk after a castration or sham surgery. *N* = 7-10 per group.

### *Per1* Overexpression Causes Myotube Atrophy in Vitro

Loss of *Per2* partially maintained mass only in the TA muscle following androgen deprivation even though indices of clock disruption and mass loss occur in the gastrocnemius.^14^ Those data suggest other clock regulatory factors, such as *Per1*, may have a role in regulating muscle mass/size as PER1 in cancer cells can also function outside of the molecular clock to alter pathways that are known to regulate muscle size.^31^ The diameter of myotubes overexpressing *Per1* was not different than *Gfp* expressing myotubes 24 h post-transduction (*P *= 0.8209; Figure 3A) despite elevated PER1 protein levels in *Per1* transduced myotubes at that timepoint (Figure 3B). However, at 48 h post-transduction, myotube diameter was 31% thinner in *Per1* overexpressing myotubes relative to *Gfp* expressing myotubes (*P *= 0.0064; Figure 3A and C). We were unable to co-transduce myotubes with *Per1* and *Per2* as the viral load required for both viruses to fully transduce myotubes led to myotube death.

**Figure 3.**
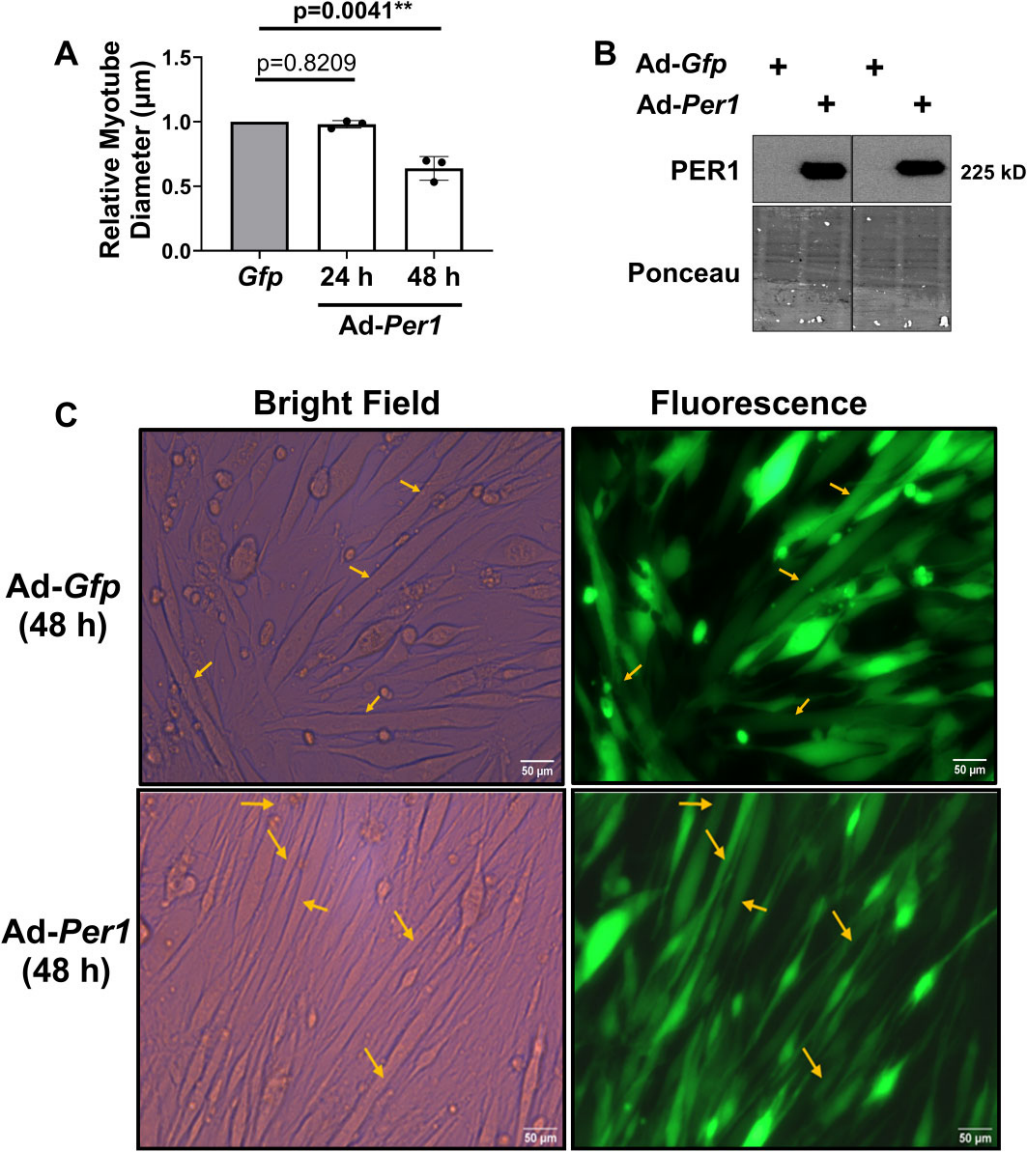
Overexpression of *Per1* induces muscle atrophy in vitro. (A) The diameters of myotubes overexpressing *Per1* relative to the diameters of myotubes overexpressing *Gfp* were determined at 24 h or 48 h post adenoviral transduction. (B) PER1 protein levels were assessed 24 h post adenoviral transduction by Western blot analysis. Line on the blot represents samples run on the same gel but in non-contiguous lanes. (C) Representative images of *Gfp* and *Per1* transduced myotubes 48 h post-transduction. Pictures are at 20×. Scalebar is 50 µm. Arrows indicate myotubes included in the analysis. All C2C12 myotube diameter experiments consisted of 3 independent experimental replicates with each replicate containing separate plates for each virus. The diameters of myotubes from each virus within a replicate were averaged to generate a single diameter value for that replicate. The mean diameter values from each replicate were used in the final analysis.

### *Per1* and *Per2* Overexpression Induces a Proinflammatory Gene Expression Signature in C2C12 Myotubes

PER1 and PER2 can function outside the core clock to alter activity of pathways that regulate gene expression.^21^^,^^32^ To investigate potential transcriptional mechanisms underlying myotube atrophy following *Per1* or *Per2* overexpression, we performed bulk RNA sequencing on myotubes 48 h post-transduction. 

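The bulk RNA sequencing covered 20 libraries of C2C12 myotubes, the fused muscle cells that form from a mouse myoblast line, all taken 48 h after transduction on day 4 of differentiation. In the Per1 experiment, 5 libraries of myotubes overexpressing Per1 were compared with 5 libraries of myotubes expressing Gfp, and in the Per2 experiment 5 libraries with Per2 were compared with 5 other libraries with Gfp, matched by the number series in the sample labels. The paper's methods take the RNA from within an experimental replicate, so the p values below measure only the spread between these cultures. The paper's methods give 320000000 PFU per mL for the Per1 and Per2 viruses and 80000000 PFU per mL for the Gfp virus, a 4-fold difference that goes with the Per groups in both experiments. The authors selected poly(A) RNA, aligned the reads with STAR, counted them per gene and used DESeq2. The genome is GRCm39 in the paper and mm10 in the sample labels, which also name another read length, sequencer and library kit than the paper. The processed values analysed here are the authors' regularized log2 values (rlog) for 55335 genes. These hold no counts, so the depth of each library is unknown and no counting interval is given. The rlog transformation draws differences toward 0, most for genes with few reads, so that a log2 difference of rlog values is a shrunken estimate. In the Per1 experiment 2712 genes were 0 in all 10 libraries and not in the Per2 experiment, so the values of the experiments were made separately and were tested only within each experiment. The difference between the effects of Per1 and Per2 was not tested. Genes with a mean rlog of at least 3 were tested with limma (trend in the prior variance, two-sided, Benjamini-Hochberg adjustment). A gene is called higher or lower here when its adjusted p was at most 0.05 and its log2 difference from Gfp at least 0.5 in size, the thresholds in the paper's methods. The paper applied them to DESeq2's fold changes and not to rlog differences, so a gene below the fold threshold here can pass it in the paper. Groups of genes were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 25 lists. The lists were written after part of the paper's results from these libraries had been seen, so they are not independent of the data. Symbols and GRCm39 positions come from a match of Ensembl gene IDs to GENCODE M39, which held 51654 of the IDs.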

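In myotubes overexpressing Per1, 91 of the 20559 genes tested were higher and 52 were lower than with Gfp. At the adjusted p alone, 4131 of the 20559 genes were higher and 4232 lower. Counts of list members at the adjusted p alone with Per1 are to be read beside these background counts. Per1 (ENSMUSG00000020893.17, chromosome 11 of GRCm39 from 68986035 to 69002300) rose the most, from 15.27 ± 0.028 rlog units (SD, n = 5) with Gfp to 19.58 ± 0.11 (SD, n = 5) with Per1. This is a log2 difference of 4.31 (standard error 0.040, adjusted p = 1.01e-17 from limma), and reads of the viral and the endogenous transcript are counted together. The next largest rises were in Hoxb2, a homeobox transcription factor (log2 difference 2.46, standard error 0.036), and Mstn, which encodes myostatin, a secreted inhibitor of muscle growth (1.54, standard error 0.045). Among the largest falls were Hspa1b, an inducible HSP70 chaperone that may share reads with its paralog Hspa1a (−1.22, standard error 0.022), Gbp5, an interferon-inducible GTPase (−0.97, standard error 0.044), and Egr3, an immediate early transcription factor (−0.92, standard error 0.045). Of 21 genes of the circadian clock other than Per1 and Per2, 1 rose and 2 fell. Cry1, which encodes a repressor that acts with the PER proteins, rose by 0.75 (standard error 0.019, adjusted p = 2.50e-12). Nr1d1 and Nr1d2, which encode the REV-ERB repressors of Bmal1 transcription, fell by 0.77 (standard error 0.021) and 0.52 (standard error 0.018). With no fold threshold, 7 clock genes were higher, among them Bmal1 (log2 difference 0.41, standard error 0.017) and Cry2 (0.28, standard error 0.021), and 8 were lower, and the counts adjusted over the list alone were also 7 and 8. The clock list did not pass camera's test (median log2 difference 0.019, adjusted p = 0.919). Among abundant noncoding RNAs, picked after their values were seen, Gm26917, which has rRNA-like sequence, fell by 0.54 (adjusted p = 1.73e-10). The 7SL RNAs Rn7s1 and Rn7s2 were at −0.31 (adjusted p = 0.0878) and −0.26 (adjusted p = 0.203). The libraries were selected for poly(A) RNA, and the other RNA left in each library was not measured.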

RNA sequencing identified 1592 differentially expressed genes (DEGs) from myotubes overexpressing *Per1* comprising 616 upregulated (including *Per1*) and 976 downregulated DEGS (Figure 4A and Supplemental Table S1). KEGG pathway analysis of all DEGs revealed Cytokine-cytokine receptor interaction as the most enriched pathway, suggesting *Per1* caused a prominent inflammatory gene expression signature. 

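Of 48 cytokine and cytokine receptor genes tested with Per1, 1 was called higher and 1 was called lower. The gene called higher was Mstn, and the gene called lower was Il12a, a subunit of interleukin 12 (log2 difference −0.50, standard error 0.025, adjusted p = 2.47e-09). Il12a sits at the fold threshold, which it missed without Gfp library 15 (−0.4990), Gfp library 16 (−0.4884), Per1 library 13 (−0.4995) or Per1 library 15 (−0.4996), and with the library numbers as a block (−0.4973). The block leaves out Gfp library 16 and Per1 library 12, whose numbers occur in only 1 group, so its value cannot be told apart from their loss. Past the adjusted p alone were 10 higher genes, such as Il18, a pro-inflammatory cytokine of the interleukin 1 family (0.26, standard error 0.031, adjusted p = 1.06e-05), and 23 lower genes, such as Csf1, the growth factor of macrophages (−0.35, standard error 0.025, adjusted p = 7.43e-08). The counts adjusted over the list alone were also 10 and 23. Camera's test looks for a shift in 1 direction. It does not test enrichment among genes altered in either direction, which is what the paper reports. The list had a median log2 difference of −0.032 and did not pass camera's test (adjusted p = 0.0512), which it passed without Gfp library 13 (−0.055, adjusted p = 0.0418), Gfp library 14 (−0.047, adjusted p = 0.0417) or Per1 library 13 (−0.033, adjusted p = 0.0446), with no filter on low values (adjusted p = 0.027) and after quantile normalization (adjusted p = 0.0491). Of 19 targets of NF-κB tested, 3 fell (Ptgs2, Cxcl1 and Nfkbiz) and none was called higher with limma. Nfkbiz, which encodes an inducible regulator of NF-κB, fell by 0.55 (standard error 0.019, adjusted p = 4.31e-11). By adjusted p alone, 2 targets were higher and 11 lower, when adjusted over the list alone 2 and 12, and at an unadjusted p under 0.05 2 and 13. The NF-κB targets were lower as a group (median −0.093, adjusted p = 1.80e-05 from camera, and adjusted p = 0.0204 with an estimated correlation).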

When the KEGG pathway analysis was repeated on only the upregulated DEGs to increase pathway enrichment,^33^ inflammatory pathway enrichment became more prominent and included NOD-like receptor, Cytokine-cytokine receptor, and Toll-like receptor signaling (Figure 4B). 

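Of 37 genes of Toll-like receptor, NOD-like receptor and cytosolic nucleic acid sensing tested with Per1, 3 rose and none was called lower with limma. They were Irf7, a transcription factor that drives type I interferon genes (log2 difference 0.94, standard error 0.072, adjusted p = 1.40e-07), Ifih1, which encodes the RNA sensor MDA5 (0.86, standard error 0.034, adjusted p = 1.73e-10), and Rigi, which encodes the RNA sensor RIG-I (0.56, standard error 0.039, adjusted p = 5.11e-08). All of them are interferon-stimulated genes as well. Without the fold threshold 14 genes were higher and 10 lower, and 15 and 10 when adjusted over the list alone and at an unadjusted p under 0.05. The list was over-represented among the genes called higher (one-sided Fisher's exact test, adjusted p = 0.00472), and it did not pass camera's test (median 0.030, mean 0.097, adjusted p = 0.128), which it passed with no filter on low values (adjusted p = 0.027). Genes of antigen presentation by MHC class I rose together with Per1. Of 21 tested, 3 were called higher, 20 were higher at the adjusted p alone and also when adjusted over the list alone, and none was lower at an unadjusted p under 0.05. Tap1, a subunit of the peptide transporter, rose by 0.73 (standard error 0.031), and Psmb8, a subunit of the immunoproteasome, by 0.65 (standard error 0.055). H2-Q4, a class I gene that may share reads with other H2-Q genes, rose by 0.67 (standard error 0.022). B2m, the light chain of class I molecules, had a log2 difference of 0.42 (standard error 0.020, adjusted p = 1.19e-09), below the fold threshold. The median of the list was 0.36 (adjusted p = 1.39e-15 from camera, and adjusted p = 0.0298 with an estimated correlation). Of 31 ABC transporter genes, 1 fell with Per1, Abcc4, an exporter of cyclic nucleotides and prostaglandins (−0.75, standard error 0.028), and none was called higher with limma. At the adjusted p alone 8 ABC transporters were higher and 11 lower, when adjusted over the list alone 9 and 12, and at an unadjusted p under 0.05 11 and 13. Their median was 0.018, their mean was −0.019 and camera's test pointed downward without passing (adjusted p = 0.919). From the pathways enriched among the genes altered by Per1, the paper proposes a prominent inflammatory gene expression signature.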

Notably, the genes induced by *Per1* overexpression did not include putative atrophy associated genes such as Muscle Ring Finger 1 (*Murf1*) or Muscle Atrophy F-box (*Mafbx*), nor did it include pathways shown to be altered by *Per1* induction in cancer cells. 

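Trim63, which encodes the ubiquitin ligase MURF1, lies on chromosome 4 of GRCm39 from 134042393 to 134056948. Its mRNA content was 12.85 ± 0.014 rlog units (SD, n = 5) with Gfp and 12.67 ± 0.040 (SD, n = 5) with Per1, a log2 difference of −0.18 (standard error 0.020, adjusted p = 4.40e-06 from limma). Fbxo32, which encodes the ubiquitin ligase MAFBX, lies on chromosome 15 from 58039275 to 58078741. It was at 13.24 ± 0.022 rlog units (SD, n = 5) with Gfp and 13.39 ± 0.048 (SD, n = 5) with Per1, a log2 difference of 0.15 (standard error 0.022, adjusted p = 8.07e-05). For both genes the groups did not overlap and the difference was below the fold threshold. Of 25 genes associated with muscle atrophy, 1 was called higher with Per1, Mstn, and none was called lower with limma. With no fold threshold, 7 were higher and 10 lower, when adjusted over the list alone 7 and 11, and at an unadjusted p under 0.05 7 and 12. The median of this list was −0.042 and its mean was 0.038, and camera's test pointed downward without passing (adjusted p = 0.305). Of 22 targets of the tumor suppressor p53, 1 rose, Dcxr, a xylulose reductase (0.56, standard error 0.029, adjusted p = 3.56e-09), and none was called lower. By adjusted p alone and when adjusted over the list alone, 9 targets were higher and 5 lower, and at an unadjusted p under 0.05 10 and 5. The p53 targets had a median of 0.040 (adjusted p = 0.128 from camera), and passed the test with no filter on low values (adjusted p = 0.0345) and after quantile normalization (adjusted p = 0.0234). Trp53 itself was at −0.035 (adjusted p = 0.113). None of 28 cell cycle genes was called in either direction with limma, and 7 were higher and 6 lower at the adjusted p alone and when adjusted over the list alone, and 9 and 6 at an unadjusted p under 0.05. Their median was 0.015 (adjusted p = 0.592 from camera), and Top2a, a topoisomerase of dividing cells, was at 0.039 (adjusted p = 0.39).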

The top transcription factor predicted to influence the upregulated gene set was Signal Transducer and Activator of Transcription 2 (STAT2; Table 2), a factor closely linked to inflammatory signaling.^34^

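Stat2, which encodes a subunit of the interferon-activated complex ISGF3, lies on chromosome 10 of GRCm39 from 128106352 to 128128735. Its mRNA content was 12.99 ± 0.059 rlog units (SD, n = 5) with Gfp and 13.43 ± 0.054 (SD, n = 5) with Per1. The log2 difference of 0.44 (standard error 0.030, adjusted p = 4.82e-08) passed the adjusted p and not the fold threshold, with every Per1 library above every Gfp library. Of 47 interferon-stimulated genes tested, 30 rose with Per1 and 17 passed limma's treat, 47 were higher at the adjusted p alone and when adjusted over the list alone, and none was lower at an unadjusted p under 0.05. Gbp5, an interferon-inducible gene that is not on this list, was called lower (log2 difference −0.97, adjusted p = 8.48e-10 from limma). Oas2, which encodes an enzyme that activates RNase L, rose by 1.23 (standard error 0.084, adjusted p = 4.62e-08), and Ddx60, an antiviral helicase, by 1.23 (standard error 0.036, adjusted p = 1.09e-11). Ifit1, which binds viral RNA, rose by 1.13 (standard error 0.038), and Isg15, a ubiquitin-like modifier, by 1.08 (standard error 0.058). The median log2 difference of the list was 0.61 (adjusted p = 6.95e-35 from camera, and adjusted p = 0.0765 with an estimated correlation). Averaged over the list, the Gfp libraries were at 9.66 ± 0.078 (SD, n = 5) and at most at 9.79, and the Per1 libraries were at 10.29 ± 0.040 (SD, n = 5) and at least at 10.23. A two-sided exact permutation test of these means, chosen after the data were seen, gave p = 0.00794, the smallest that 126 splits allow (adjusted p = 0.0132 over 25 lists). The Per1 virus was given at 4 times the dose of the Gfp virus. Ifit3 and Ifit3b, and Oas1a and Oas1g, may share reads. Of other predicted regulators in Table 2, Runx2 was at −0.18 (standard error 0.046, adjusted p = 0.0053) and Rara at 0.044 (standard error 0.018, adjusted p = 0.0692). Erg was below the filter on low values, with a mean of 1.00 rlog units with Gfp and 1.01 with Per1.

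**Figure D1:**
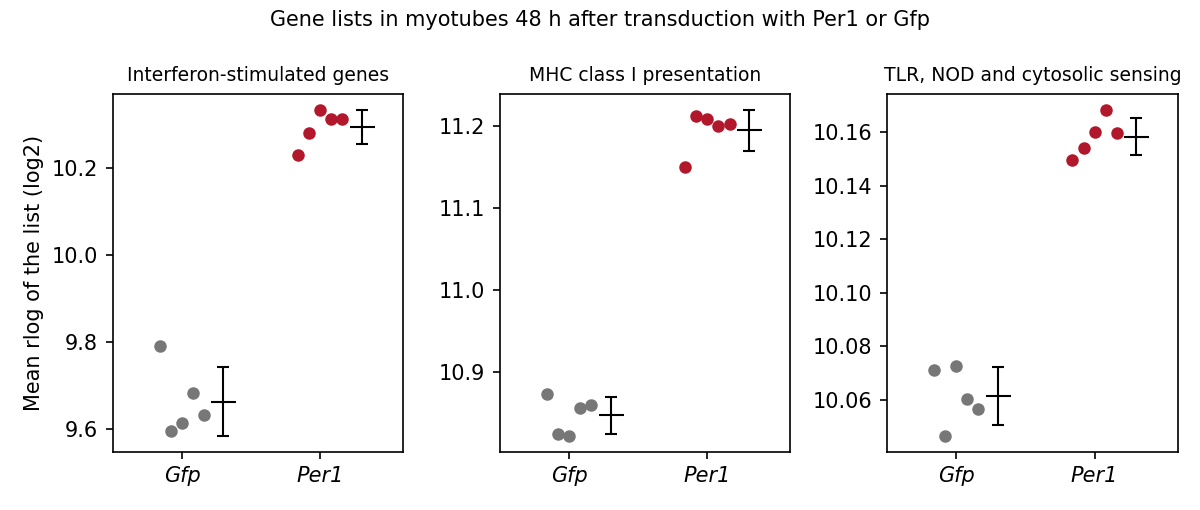
Mean rlog (log2) over the tested genes of each list, for each library of the Per1 experiment, with the mean and SD of each group (n = 5 with Gfp and n = 5 with Per1). The Per1 libraries lie above the Gfp libraries for interferon-stimulated genes, for MHC class I presentation (at least 11.15 against at most 10.87) and for Toll-like, NOD-like and cytosolic sensing (at least 10.15 against at most 10.07).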

**Figure 4.**
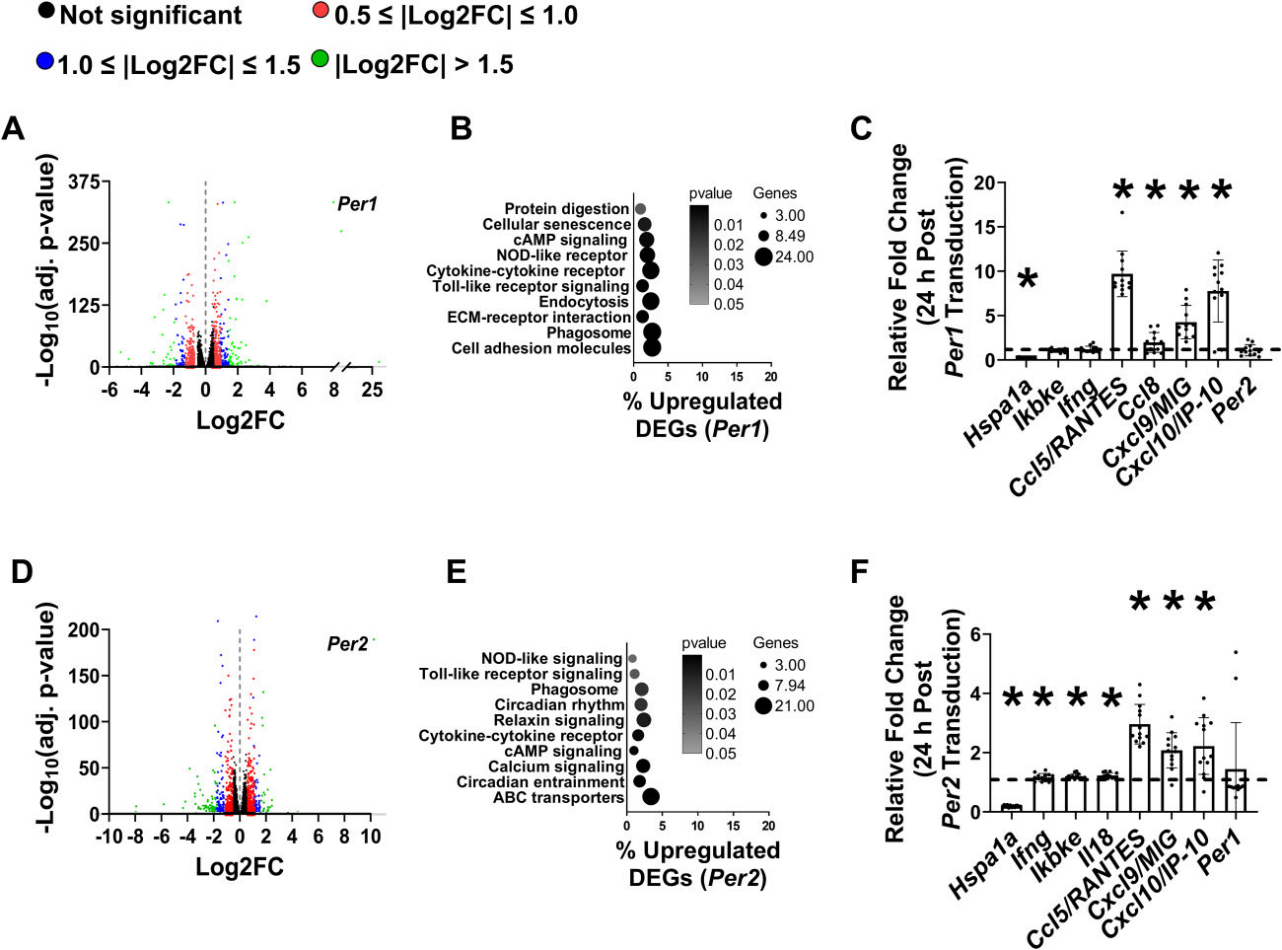
Overexpression of *Per1* or *Per2* induces an inflammatory gene expression signature in myotubes. (A) Volcano plot illustrating −Log_10_ fold changes (FC) of genes from C2C12 myotubes overexpressing *Per1* relative to myotubes expressing *Gfp* following RNA sequencing. Labeled dot represents *Per1* mRNA data point. (B) Enriched KEGG pathways from upregulated differentially expressed genes (DEGs) from C2C12 myotubes overexpressing *Per1* relative to myotubes expressing *Gfp*. (C) The mRNA contents of heat shock protein 70 (*Hspa1a*), inhibitor of nuclear factor kappa B kinase subunit epsilon (*Ikbke*), interferon gamma (*Ifng*), C-C motif chemokine ligand 5 (*Ccl5/*RANTES), C-C motif chemokine ligand 8 (*Ccl8*), C-X-C motif ligand 9 (*Cxcl9*/MIG), C-X-C motif ligand 10 (*Cxcl10*/IP-10), and *Per2* were measured in myotubes 24 h after transduction with adenovirus overexpressing *Per1* and made relative to values in myotubes transduced with adenovirus expressing *Gfp. N* = 11-13 per group from 3 independent experiments. (D) Volcano plot illustrating −Log_10_ FC of genes from C2C12 myotubes overexpressing *Per2* relative to myotubes expressing *Gfp* following RNA sequencing. Labeled dot represents *Per2* mRNA data point. (E) Enriched KEGG pathways from upregulated DEGs from C2C12 myotubes overexpressing *Per2* relative to myotubes expressing *Gfp*. (C) The mRNA contents of *Hspa1a, Ikbke, Ifng, Ccl5*/RANTES, *Ccl8, Cxcl9*/MIG, *Cxcl10*/IP-10, and *Per1* were measured in myotubes 24 h after transduction with adenovirus overexpressing *Per2* and made relative to values in myotubes transduced with adenovirus expressing *Gfp. N* = 11-13 per group from 3 independent experiments. *Significantly different than values in myotubes expressing *Gfp* at *P* < 0.05.

**Table 2.** Transcription Factors Predicted to Regulate the Upregulated Genes 48 h Following *Per1* Induction

Transcription Factor (Upregulated Genes)	−Log_10_ *P*-value
STAT2	28.94
ERG	14.01
RUNX2	13.87
TRIM63	13.68
RARA	12.87

STAT2; Signal Transducer and Activator of Transcription 2, ERG; ETS Transcription Factor ERG, RUNX2; Runt-Related Transcription Factor 2, TRIM63; Tripartite Motif Containing 63 (aka Muscle Specific RING Finger Protein 1), RARA; Retinoic Acid Receptor Alpha.

Although myotube atrophy was not present 24 h post-transduction, the content of select inflammatory associated/inflammation regulatory genes identified by the RNA sequencing with known roles in muscle size regulation^35^^,^^36^^,^^37^^,^^38^^,^^39^^,^^40^ were still modestly to largely altered 24 h post-transduction. Specifically, the mRNA content of heat shock protein 70 (*Hspa1a*) was lower while contents of *Ccl8, Ccl5/*RANTES, *Cxcl9*/MIG, and *Cxcl10*/IP-10 were modestly to substantially higher 24 h following *Per1* induction (*P* ≤ 0.0073, Figure 4C). 

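Ikbke encodes IKKε, a kinase that phosphorylates IRF3, and lies on chromosome 1 of GRCm39 from 131182080 to 131207346. Its mRNA content 48 h after transduction was 9.98 ± 0.034 rlog units (SD, n = 5) with Gfp and 10.40 ± 0.018 (SD, n = 5) with Per1, a log2 difference of 0.41 (standard error 0.024, adjusted p = 8.38e-09 from limma). Ifng, which encodes interferon gamma, lies on chromosome 10 from 118276951 to 118281797. It was expressed at a low level, 6.11 ± 0.017 rlog units (SD, n = 5) with Gfp and 6.36 ± 0.070 (SD, n = 5) with Per1, a log2 difference of 0.24 (standard error 0.032, adjusted p = 3.00e-05). For both genes every Per1 library was above every Gfp library, and the difference was below the fold threshold. Irf3 mRNA had a log2 difference of 0.030 (standard error 0.020, adjusted p = 0.242). Ifnb1, which encodes interferon beta and was picked after its values were seen, was below the filter on low values, with means of −1.29 rlog units with Gfp and −1.29 with Per1.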

The mRNA contents of *Ikbke* and *Ifng* were not different between conditions at the 24 h post-transduction time point (*P* ≥ 0.076; Figure 4C) despite elevation at the 48 h post-transduction timepoint. *Per1* induction did not alter *Per2* mRNA content at the 24 h time point (Figure 4C).

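Of 20151 genes tested in both experiments, 42 were called higher with Per1 and with Per2, against 0.295 expected by chance (one-sided Fisher's exact test, p = 1.22e-86), and 25 were called lower with both, against 0.157 expected (p = 1.56e-51). The genes higher with both included Osbp2, an oxysterol-binding protein (log2 difference 0.61 with Per1 and 1.01 with Per2, standard errors 0.027 and 0.071), and Hdc, which encodes the enzyme that makes histamine (0.80 and 0.95, standard errors 0.044 and 0.038). Gap43, a growth cone protein, rose by 0.71 (standard error 0.036) and 0.96 (standard error 0.044). The genes lower with both included Ptgs2, which encodes cyclooxygenase 2 (−0.96 and −1.59, standard errors 0.039 and 0.053), Efr3b, a membrane scaffold of phosphatidylinositol 4-kinase (−0.99 and −1.42, standard errors 0.040 and 0.037), and Procr, the endothelial protein C receptor (−0.80 and −0.73, standard errors 0.024 and 0.041). No gene was called in opposite directions with limma, and 273 genes went in opposite directions at the adjusted p alone. Across genes, with Per1 and Per2 left out, the log2 differences had a Pearson's r of 0.679 and a Spearman's rho of 0.623, where genes are not independent replicates and other splits of the libraries gave an absolute r of up to 0.655. With Per1, Per2 mRNA had a log2 difference of −0.0003 (standard error 0.11, adjusted p = 0.999), and with Per2, Per1 mRNA had a log2 difference of −0.23 (standard error 0.049, adjusted p = 0.00176). Hoxb2 and Mstn, which rose with Per1, had log2 differences of −0.029 (standard error 0.015, adjusted p = 0.134) and 0.0003 (standard error 0.062, adjusted p = 0.997) with Per2, and the difference between the viruses was not tested. In the Per2 experiment Hoxb2 was near the floor of the data (3.36 rlog units with Gfp, against 7.11 in the Per1 experiment), where the rlog transformation limits differences.

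**Figure D2:**
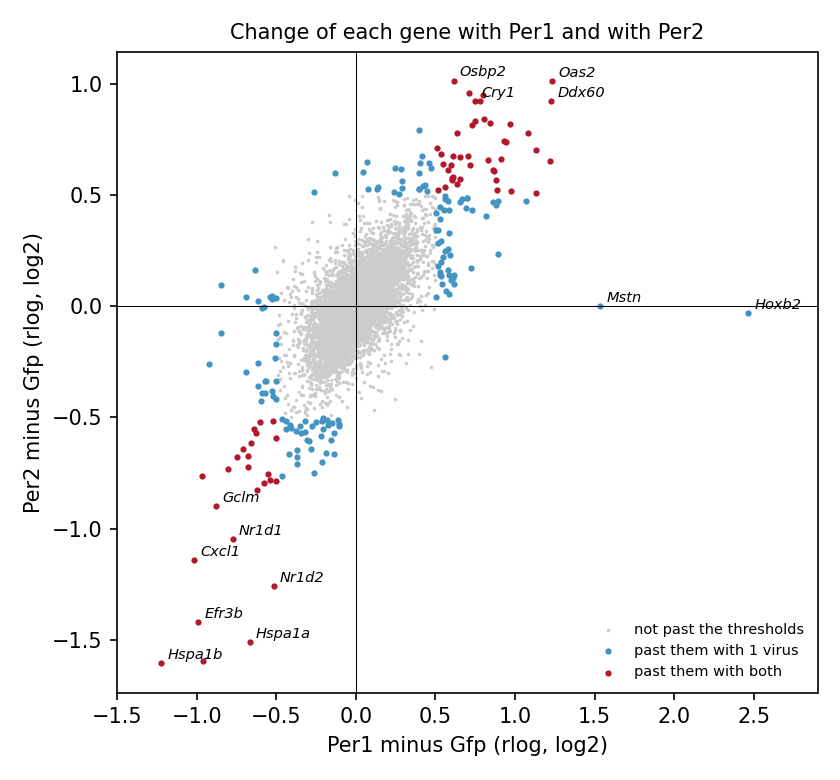
Log2 difference from Gfp (rlog) of each gene tested in both experiments, with Per1 on the horizontal axis and with Per2 on the vertical axis, without the genes Per1 and Per2. Colours mark the genes that passed the thresholds with 1 of the viruses or with both, and all 67 that passed with both have the same direction with each virus.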

Similar to *Per1* overexpression, *Per2* overexpression also altered the muscle transcriptional profile. RNA sequencing identified 1448 DEGs from myotubes overexpressing *Per2* comprising 665 upregulated (including *Per2*) and 783 downregulated DEGs (Figure 4D and Supplemental Table S2). 

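In myotubes overexpressing Per2, 67 of the 20628 genes tested were higher and 61 were lower than with Gfp by the thresholds used here. At the adjusted p alone, 3842 of the 20628 genes were higher and 3600 lower, the background for such counts of list members with Per2. Per2 (ENSMUSG00000055866.9, chromosome 1 of GRCm39 from 91343700 to 91387069) rose the most, from 14.82 ± 0.11 rlog units (SD, n = 5) to 19.71 ± 0.051 (SD, n = 5), viral and endogenous reads together. This is a log2 difference of 4.89 (standard error 0.043, adjusted p = 7.04e-18 from limma). Hspa1b had the largest fall (−1.61, standard error 0.041), and Tent5c, a poly(A) polymerase, fell by 0.83 (standard error 0.040). Of 21 clock genes other than Per1 and Per2, 3 rose and 2 fell. Cry1 rose by 0.92 (standard error 0.022, adjusted p = 3.18e-12) and Bmal1, the partner of CLOCK, by 0.67 (standard error 0.023, adjusted p = 7.44e-11). Npas2, a relative of Clock named after its value was seen, rose by 0.64. Nr1d2 fell by 1.26 (standard error 0.035, adjusted p = 1.23e-11) and Nr1d1 fell by 1.05 (standard error 0.048, adjusted p = 2.07e-09). Per3 was at −0.44 (standard error 0.044, adjusted p = 3.47e-06) and Cry2 at 0.30 (standard error 0.033, adjusted p = 9.33e-06), both below the fold threshold. Without the fold threshold and when adjusted over the list alone, 11 clock genes were higher and 6 lower. The clock list was over-represented among the genes called higher (one-sided Fisher's exact test, adjusted p = 4.99e-04). It did not pass camera's test (median 0.12, adjusted p = 0.073), which it passed without Gfp library 1 (0.13, adjusted p = 0.0439) or Gfp library 2 (0.12, adjusted p = 0.046), with no filter on low values (adjusted p = 0.00473), after median centring (adjusted p = 0.0152) and with array weights (adjusted p = 0.0382). Gm26917 fell by 0.78 (adjusted p = 8.19e-11), Rn7s1 fell by 0.60 (adjusted p = 7.52e-06) and Rn7s2 fell by 0.75 (adjusted p = 8.26e-06), again picked after their values were seen. Whether these falls reflect other RNA left after the selection of poly(A) RNA was not tested.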

Similar to *Per1*, Cytokine-cytokine receptor interaction was the top KEGG pathway enriched when all DEGs were analyzed. 

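With Per2, 1 of 49 cytokine and cytokine receptor genes tested was called lower and none was called higher with limma. Csf1 fell by 0.54 (standard error 0.036, adjusted p = 1.02e-07). At the adjusted p alone 11 genes were higher and 18 lower, when adjusted over the list alone 12 and 18, and at an unadjusted p under 0.05 13 and 19. Il18 had a log2 difference of 0.38 (standard error 0.032, adjusted p = 7.39e-07), with every Per2 library above every Gfp library, and was below the fold threshold. In the paper the DESeq2 fold change of Il18 with Per2 was above 0.5. The list had a median log2 difference of −0.016 (adjusted p = 0.307 from camera). Enrichment among genes altered in either direction, which the paper reports, was not tested. Of 19 NF-κB targets, 4 fell (Ptgs2, Cxcl1, Nfkbiz and Csf1) and none was called higher. Nfkbiz fell by 0.76 (standard error 0.046, adjusted p = 3.92e-08). With no fold threshold, 1 NF-κB target was higher and 11 were lower, and 2 and 11 when adjusted over the list alone and at an unadjusted p under 0.05. The NF-κB targets had a median of −0.069 (adjusted p = 1.44e-04 from camera, and adjusted p = 0.302 with an estimated correlation).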

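Of 38 genes of Toll-like receptor, NOD-like receptor and cytosolic nucleic acid sensing tested with Per2, Irf7 rose (log2 difference 0.74, standard error 0.13, adjusted p = 6.39e-04 from limma), with some overlap between the groups, and none was called lower. At the adjusted p alone 14 were higher and 3 lower, when adjusted over the list alone 14 and 4, and at an unadjusted p under 0.05 15 and 4. Ifih1 had a log2 difference of 0.47 (standard error 0.071, adjusted p = 1.43e-04), which passed the fold threshold without Gfp library 1 (0.5034), Per2 library 1 (0.5021) or Per2 library 4 (0.5231), and with array weights (0.5182). Rigi, at 0.4950 (adjusted p = 0.00127), passed it without Gfp library 1 (0.5124), 4 (0.5340) or 5 (0.5139). It also passed without Per2 library 1 (0.5292) or 4 (0.5797) and with array weights (0.5316). The median of the list was 0.025 and its mean 0.084, and it did not pass camera's test (adjusted p = 0.0971), which it passed with no filter on low values (adjusted p = 0.00634). Of 31 ABC transporter genes, Abcc4 fell by 0.68 (standard error 0.043, adjusted p = 5.82e-08) and none was called higher. By adjusted p alone, 10 of them were higher and 9 lower, when adjusted over the list alone 11 and 10, and at an unadjusted p under 0.05 12 and 10. The median of the ABC transporters was 0.010, the mean was −0.0094 and camera's test pointed upward without passing (adjusted p = 0.605). Among 21 genes of MHC class I presentation, 19 were higher and none was lower at the adjusted p alone, when adjusted over the list alone and at an unadjusted p under 0.05, and none passed the fold threshold. H2-Q4 passed it without Gfp library 1 (0.5043) or Per2 library 4 (0.5014). Psmb8 passed it without Gfp library 1 (0.5225) or Per2 library 4 (0.5142) and with array weights (0.5246). B2m had a log2 difference of 0.23 (standard error 0.027, adjusted p = 1.71e-05) and H2-K1, which encodes a class I heavy chain, one of 0.30 (standard error 0.027, adjusted p = 1.17e-06). The median of the MHC class I genes was 0.23 (adjusted p = 1.57e-10 from camera, and adjusted p = 0.206 with an estimated correlation).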

Analysis of only the upregulated DEGs from *Per2* overexpressing myotubes again highlighted enrichment into several inflammatory related pathways such as NOD-like signaling, Toll-like receptor signaling, Cytokine-cytokine signaling, and ABC transporters (Figure 4E). Also consistent with *Per1*, the genes induced by *Per2* overexpression did not include putative atrophy associated genes such as *Murf1* or *Mafbx* or those shown to be altered by *Per2* induction in cancer cells. 

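With Per2, Trim63 mRNA content was 12.73 ± 0.046 rlog units (SD, n = 5) against 12.73 ± 0.033 (SD, n = 5) with Gfp, a log2 difference of 0.0045 (standard error 0.025, adjusted p = 0.909 from limma). Fbxo32 mRNA content was 13.17 ± 0.032 (SD, n = 5) against 13.10 ± 0.036 (SD, n = 5), a log2 difference of 0.071 (standard error 0.022, adjusted p = 0.0209). Of 25 genes associated with muscle atrophy, 1 rose with Per2 and none was called lower. This was Bnip3, a receptor for the removal of mitochondria by autophagy (log2 difference 0.56, standard error 0.040, adjusted p = 1.50e-07). Without the fold threshold, when adjusted over the list alone and at an unadjusted p under 0.05, 7 of these genes were higher and 9 lower. The list had a median of 0.0003 and a mean of −0.0062, and camera's test pointed downward without passing (adjusted p = 0.47). None of 22 targets of p53 was called with Per2 by limma, and 5 were higher and 10 lower at the adjusted p alone, when adjusted over the list alone and at an unadjusted p under 0.05 (median −0.027, adjusted p = 0.0852 from camera). Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 difference of 0.15 (standard error 0.018, adjusted p = 1.24e-05), and Trp53 one of −0.16 (standard error 0.019, adjusted p = 2.00e-05). None of 28 cell cycle genes was called, with 8 higher and 3 lower at the adjusted p alone, when adjusted over the list alone and at an unadjusted p under 0.05. Their median was 0.031 (adjusted p = 0.209 from camera), and the list passed the test with no filter on low values (adjusted p = 0.0496). The paper states that the genes upregulated by Per2 were again enriched in inflammatory pathways (Figure 4E).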

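Of the 47 interferon-stimulated genes tested with Per2, 23 rose, 15 of them with no overlap of the groups, none passed limma's treat, 47 were higher at the adjusted p alone and when adjusted over the list alone, and none was lower at an unadjusted p under 0.05. Gbp5, which is not on this list, was called lower with Per2 as well (log2 difference −0.76, adjusted p = 8.58e-07 from limma). Oas2 rose by 1.01 (standard error 0.15, adjusted p = 1.57e-04 from limma), Oas3, of the same enzyme family, by 0.92 (standard error 0.13) and Ddx60 by 0.92 (standard error 0.083). The list's median log2 difference was 0.50 (adjusted p = 8.36e-19 from camera, and adjusted p = 0.425 with an estimated correlation). Averaged over the list, the libraries with Per2 were at 10.84 ± 0.23 rlog units (SD, n = 5) and those with Gfp at 10.29 ± 0.13 (SD, n = 5). The lowest Per2 library, library 4 at 10.50, was above the highest Gfp library, at 10.42, and the other Per2 libraries were at 10.72 to 11.04 (two-sided exact permutation test chosen after the data were seen, adjusted p = 0.0165). The Per2 virus, too, was given at 4 times the dose of the Gfp virus. Stat2 mRNA was at 13.11 ± 0.076 rlog units (SD, n = 5) with Gfp and 13.60 ± 0.16 (SD, n = 5) with Per2. Its log2 difference of 0.4939 (standard error 0.061, adjusted p = 2.60e-05) was below the fold threshold and passed it without Gfp library 1 (0.5124), Gfp library 4 (0.5053), Per2 library 1 (0.5033) or Per2 library 4 (0.5588), after quantile normalization (0.5002) and with array weights (0.5259). In the paper the DESeq2 fold change of Stat2 with Per2 was above 0.5. Irf4, a transcription factor of lymphoid cells, was expressed at a low level (5.88 rlog units with Gfp), with a log2 difference of 0.14 (standard error 0.029, adjusted p = 0.00117).

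**Figure D3:**
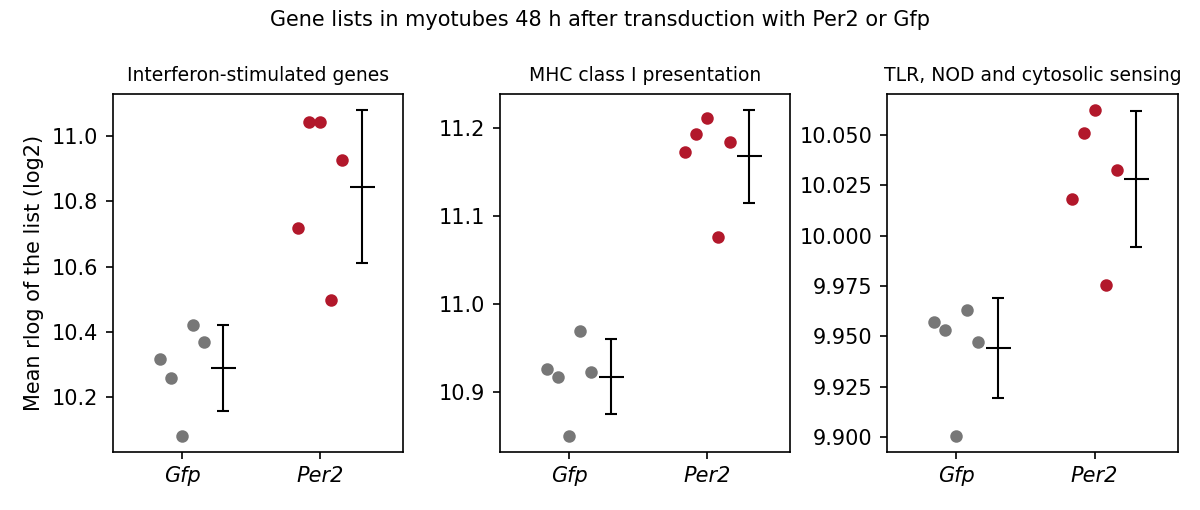
Mean rlog (log2) over the tested genes of each list, for each library of the Per2 experiment, with the mean and SD of each group (n = 5 with Gfp and n = 5 with Per2). The Per2 libraries lie above the Gfp libraries for interferon-stimulated genes, for MHC class I presentation (at least 11.08 against at most 10.97) and for Toll-like, NOD-like and cytosolic sensing (at least 9.98 against at most 9.96).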

The top transcription factors predicted to influence the upregulated gene set also included the inflammatory associated STAT transcription factors (Table 3).

**Table 3.** Transcription Factors Predicted to Regulate the Upregulated Genes 48 h Following *Per2* Induction

Transcription Factor (Upregulated Genes)	−Log_10_ *P*-value
STAT2	34.98
STAT1	23.13
TRIM63	19.44
MECP2	11.55
IRF4	10.11

STAT2; Signal Transducer and Activator of Transcription 2, STAT1; Signal Transducer and Activator of Transcription 1, TRIM63; Tripartite Motif Containing 63 (aka Muscle Specific RING Finger Protein 1), MECP2; Methyl-CpG Binding Protein 2, IRF4; Interferon Regulatory Factor 4.

Although myotube atrophy was not present 24 h post-transduction, the content of select inflammatory-associated genes identified by the RNA sequencing with known roles in muscle size regulation^35^^,^^36^^,^^37^^,^^38^^,^^39^^,^^40^ were still modestly to largely altered 24 h post-transduction. The mRNA content of *Hspa1a* was lower while contents of *Ifng, Ikbke, Il18, Ccl8, Ccl5*/RANTES, *Cxcl9*/MIG, and *Cxcl10*/IP-10 were modestly to moderately higher 24 h following *Per2* induction (*P* ≤ 0.0073, Figure 4F). *Per2* induction did not alter *Per1* mRNA content at the 24 h time point (Figure 4F)

### Autocrine-Mediated Signals Contribute to *Per1*- and *Per2*-Induced Myotube Atrophy

Inflammatory cytokines and chemokines regulate muscle size in part by surface receptor signaling cascades.^41^ 

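Among 16 chemokine genes tested with Per1, Ccl5 and Ccl9 rose and Cxcl1 fell. Ccl5 (RANTES, chromosome 11 of GRCm39 from 83416602 to 83425942) rose by 0.98 with Per1 (standard error 0.037, adjusted p = 1.42e-10 from limma) and Ccl9, a chemoattractant of monocytes, by 0.61 (standard error 0.069, adjusted p = 6.04e-06). Cxcl1, which attracts neutrophils, fell by 1.01 with Per1 (standard error 0.037, adjusted p = 9.39e-11) and fell by 1.14 with Per2 (standard error 0.034, adjusted p = 2.72e-11). Of the ligands of CXCR3, Cxcl10 had a log2 difference of 0.34 with Per1 (standard error 0.034, adjusted p = 2.16e-06) and 0.22 with Per2 (standard error 0.13, adjusted p = 0.207), and Cxcl9 one of 0.18 with Per1 (standard error 0.040, adjusted p = 0.00178) and 0.32 with Per2 (standard error 0.055, adjusted p = 4.45e-04). Ccl8 had log2 differences of 0.33 with Per1 (standard error 0.041, adjusted p = 1.66e-05) and 0.19 with Per2 (standard error 0.061, adjusted p = 0.0269). Cxcl9, Cxcl10 and Ccl8 were below the fold threshold with both viruses on the rlog scale. The paper's DESeq2 fold changes of Cxcl10 and Ccl8 with Per1 and of Cxcl9 with Per2 were above 0.5. With Per2, Ccl5 rose by 0.52 (standard error 0.050, adjusted p = 2.87e-06). This difference in Ccl5 missed the fold threshold without Gfp library 5 (0.4931), Per2 library 2 (0.4980) or Per2 library 3 (0.4947), after median centring (0.4948) and after quantile normalization (0.4832). At the adjusted p alone and when adjusted over the list alone, 7 chemokine genes were higher and 6 lower with Per1, and 3 were higher and 4 lower with Per2. The chemokine list did not pass camera's test with Per1 (median 0.011, mean 0.057, adjusted p = 0.592) or with Per2 (median 0.0033, mean −0.032, downward, adjusted p = 0.602). It was over-represented among the genes called higher with Per1 (one-sided Fisher's exact test, adjusted p = 0.0137) and not with Per2 (adjusted p = 0.25).

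**Figure D4:**
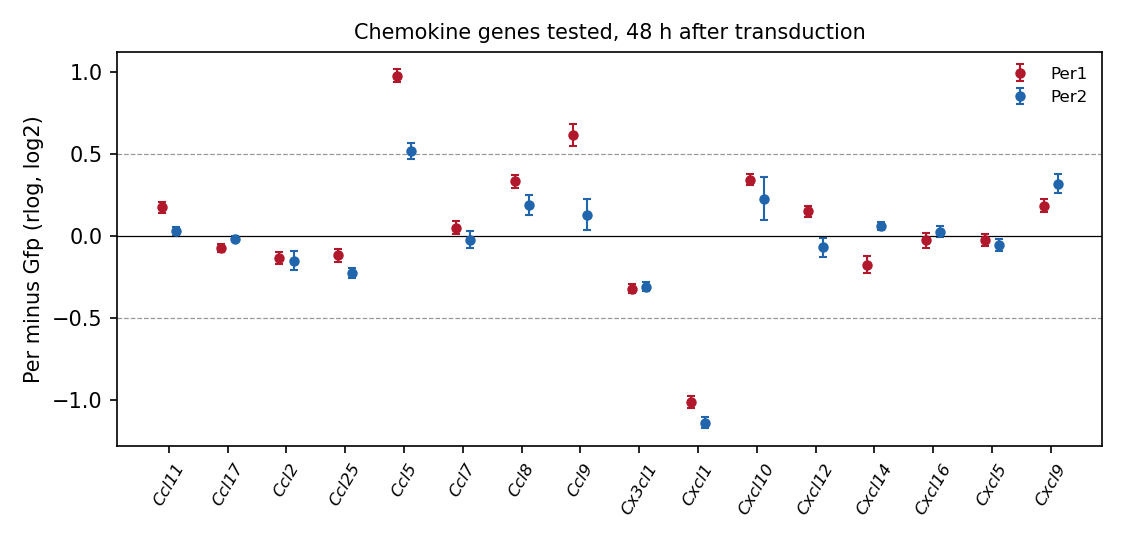
Log2 difference from Gfp (rlog) of the 16 chemokine genes tested, with Per1 and with Per2. Points are the fitted differences, bars are standard errors (n = 5 against n = 5) and dashed lines mark the fold threshold of 0.5 in each direction, which Ccl5 and Cxcl1 pass with both viruses and Ccl9 with Per1.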

Given the inflammatory gene expression profiles induced by *Per1* or *Per2* overexpression (specifically chemokines), we hypothesized the myotube atrophy induced by *Per1* or *Per2* overexpression was driven in part by an autocrine-mediated process. To test this, mature C2C12 myotubes were incubated for 24 h in the media conditioned by myotubes overexpressing *Gfp, Per1*, or *Per2* (Figure 5A). Exposure to *Per1* or *Per2* conditioned media for 24 h lowered myotube diameter by 24% and 21%, respectively, relative to the diameter of myotubes incubated in *Gfp* conditioned media (Figure 5B). Consistent with an autocrine-mediated mechanism involving secreted inflammatory factors, concentrations of select cytokines/chemokines identified by the RNA sequencing and which are associated with muscle size regulation^42^^,^^43^ including CXCL9/MIG, CXCL10/IP-10, and CCL5/RANTES were higher in the *Per1* and *Per2* conditioned media compared to *Gfp* conditioned media (Figure 5C). Concentrations of IL18 were slightly higher only in the *Per1* conditioned media relative to *Gfp* conditioned media, although the increase was minimal (389.9 ± 0.41 vs. 391.0 ± 0.53; Figure 5C). Glucose levels in the *Gfp, Per1*, and *Per2* conditioned medias prior to treating non-transduced myotubes were 549, 494, and 507 mg/dL, respectively. The amount of glucose used by the non-transduced myotubes during the incubation did not differ between groups (Δ132.7 ± 8.5, Δ116 ± 17.7, and Δ121.3 ± 6.5 mg/dL for *Gfp, Per1*, and *Per2*, respectively), although the numeric values for consumption were lower in the myotubes incubated in the *Per1* and *Per2* conditioned media. The pH of the conditioned medias after incubating the non-transduced myotubes were all ∼7.5.

**Figure 5.**
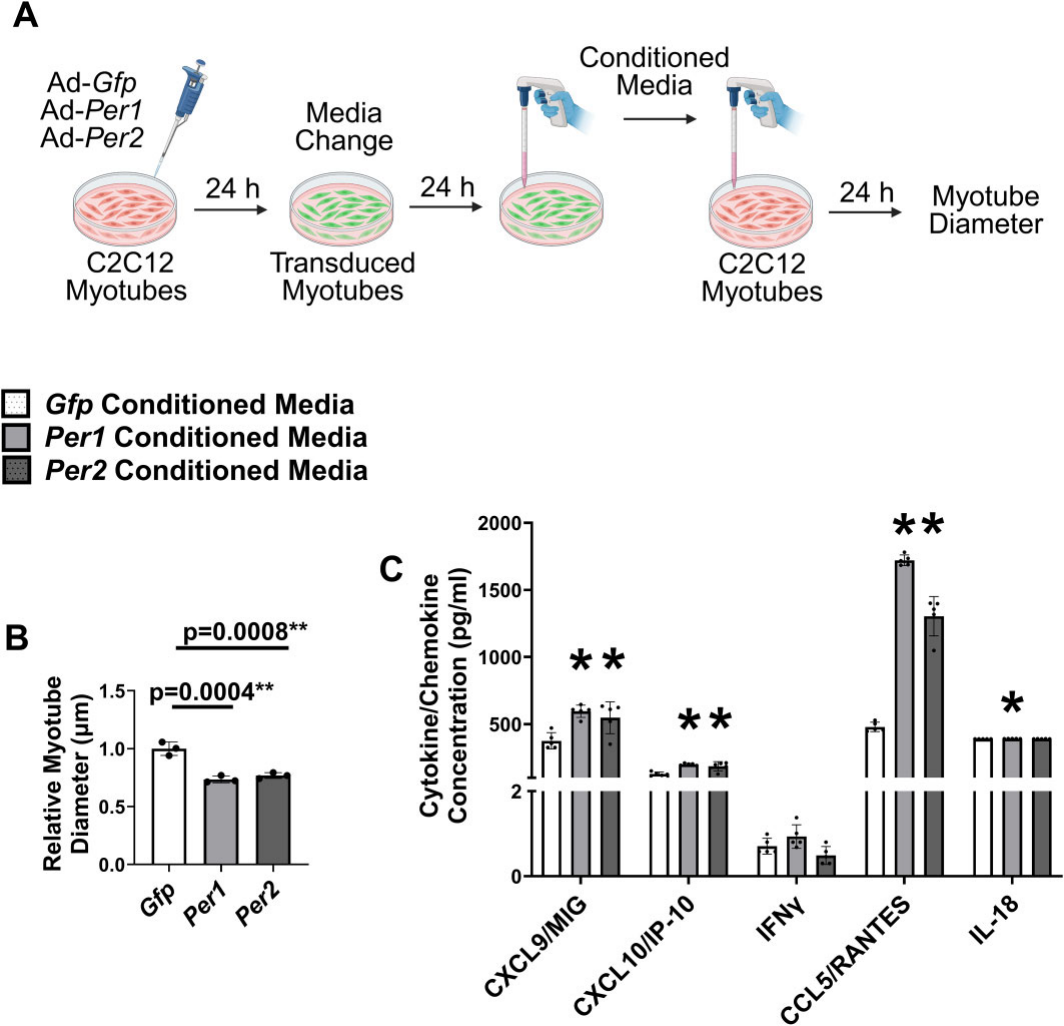
*Per1* or *Per2* overexpression induce myotube atrophy via an autocrine-mediated mechanism. (A) Experimental design for conditioned media experiment. (B) Diameter of C2C12 myotubes incubated for 24 h in media conditioned from C2C12 myotubes transduced with adenovirus overexpressing *Per1, Per2*, or *Gfp*. (C) Concentrations of C-X-C motif ligand 9 (CCL9/MIG), C-X-C motif ligand 10 (CXCL10/IP-10), Interferon Gamma (IFNγ), CCL5/RANTES, and IL18 in the media conditioned from C2C12 myotubes transduced with adenovirus overexpressing *Per1, Per2*, or *Gfp. N* = 5 per transduction condition. *Significantly different than *Gfp* conditioned media at *P* < 0.05.

### *Per1* and *Per2* Overexpression Leads to Increased Phosphorylation of the Interferon Regulated Factor 3 (IRF3) Transcription Factor

Although several inflammatory associated genes were upregulated prior to myotube atrophy in response to *Per1* or *Per2* overexpression, the contents of *Ccl5*/RANTES, *Cxcl9*/MIG, and *Cxcl10*/IP-10 were induced to higher levels (Figure 4C and F). Those chemokines are known targets of transcription factors including IRF3,^44^ and accordingly, phosphorylation of IRF3 on the Ser396 activation site^45^ was higher in both *Per1* and *Per2* overexpressing myotubes 24 h post-transduction (*P* ≤ 0.0079, Figure 6A-B). Those chemokines are also transcriptional targets of Nuclear Factor Kappa Beta (NF-κB) signaling,^46^ with phosphorylation of NF-κB/RELA indicating increased transcriptional activity.^47^ However, NF-κB/RELA (Ser536) phosphorylation was modestly lower in *Per1* overexpressing myotubes 24 h post-transduction (*P *= 0.0077) while phosphorylation was not altered at that time point in *Per2* overexpressing myotubes (Figure 6A-B). Consistent with a lack of NF-κB/RELA transcriptional induction, protein content of Inhibitor of Kappa Beta alpha, which binds to and inhibits NF-κB nuclear translocation and is degraded upon activation,^48^ was not different between groups 24 h post-transduction (data not shown). Although chemokines can increase or suppress phosphorylation of other inflammatory associated signaling proteins including STAT3 and ERK1/2, respectively, via membrane receptor signals,^49^^,^^50^ phosphorylation of neither protein was different between groups (Figure 6A-B), suggesting autocrine-mediated inflammatory signaling was not yet prominent at the 24 h post-transduction time point.

**Figure 6.**
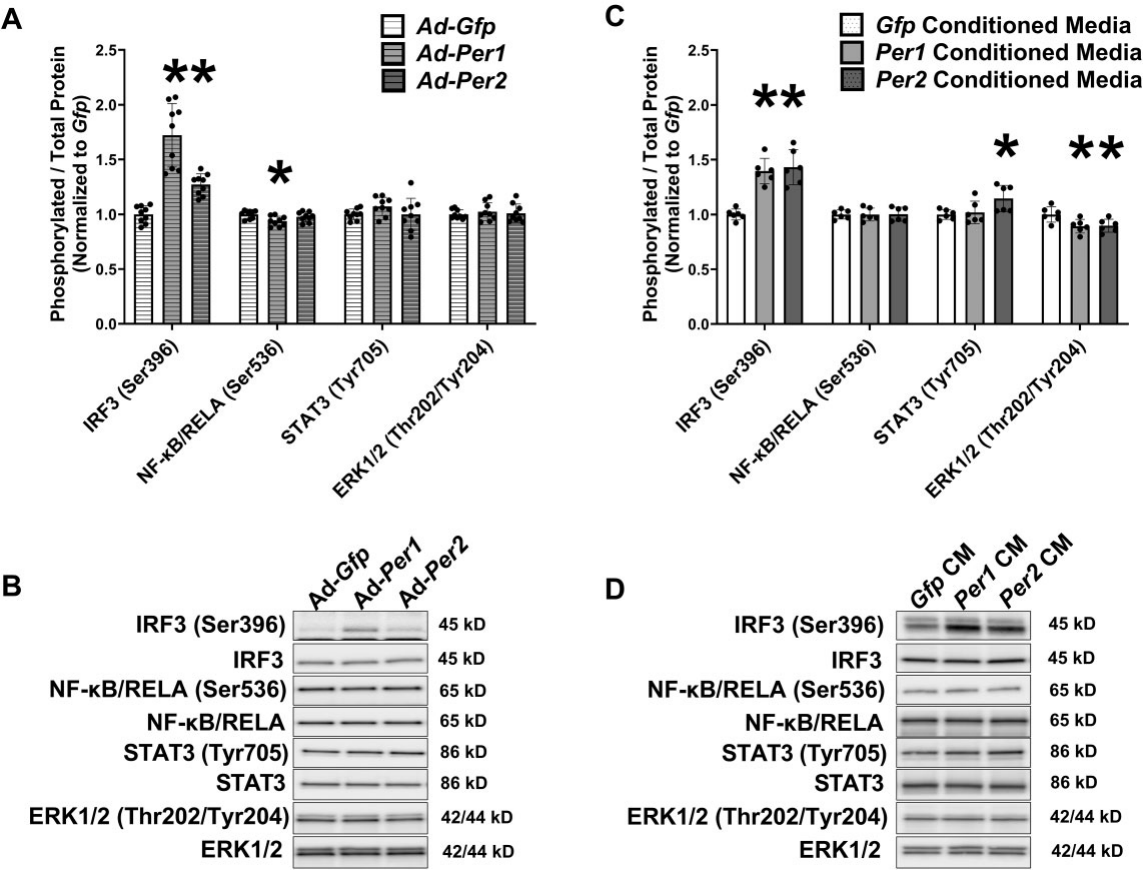
*Per1* and *Per2* overexpression leads to increased phosphorylation of the Interferon Regulated Factor 3 (IRF3) transcription factor. (A) The phosphorylated to total protein ratios for IRF3 (Ser396), Nuclear factor kappa beta/RELA (NF-κB/RELA; Ser536), Signal transducer and activator of transcription 3 (STAT3; Tyr705), and Extracellular signal regulated kinase1/2 (ERK1/2; Thr202/Tyr204) in C2C12 myotubes 24 h after transduction with adenovirus overexpressing *Per1, Per2*, or *Gfp. N* = 9 per transduction condition from 3 independent experiments. (B) Representative Western blot. (C) The phosphorylated to total protein ratios for IRF3 (Ser396), NF-κB/RELA (Ser536), STAT3 (Tyr705), and ERK1/2 (Thr202/Tyr204) in C2C12 myotubes 1 h after exposure to media conditioned from C2C12 myotubes transduced with adenovirus overexpressing *Per1, Per2*, or *Gfp* for 48 h. *N* = 6 per condition from 3 independent experiments. (D) Representative Western blot. *Significantly different than either Ad-*Gfp* or *Gfp* CM at *P* < 0.05.

Because the inflammatory gene expression profile was more pronounced at 48 h post-transduction, and *Per1* or *Per2* conditioned medias collected at that time point induced myotube atrophy, we assessed whether exposing myotubes to those conditioned medias was sufficient to also increase IRF3 phosphorylation and alter other inflammatory-sensitive pathways. Myotubes incubated for 1 h in *Per1* or *Per2* conditioned media exhibited higher phosphorylation of IRF3 (Ser396) relative to myotubes exposed to *Gfp* conditioned media (Figure 6C-D). Phosphorylation of NF-κB/RELA (Ser536) was again not different between conditions while STAT3 (Tyr705) phosphorylation was modestly elevated in the myotubes acutely exposed to *Per2* conditioned media (Figure 6C-D). Phosphorylation of ERK1/2 (Thr202/Tyr204) was modestly lower in myotubes incubated in either *Per1* or *Per2* conditioned media (Figure 6C-D).

### A Proinflammatory Gene Expression Signature Coincides With the Loss of Limb Muscle Mass in Response to Androgen Deprivation

Our in vitro analyses suggest the regulation of muscle size by *Per1* or *Per2* accumulation is mediated in part by inflammatory signaling. To evaluate whether contents of the inflammatory genes identified following *Per1* or *Per2* overexpression in vitro were altered in limb muscle in response to androgen deprivation, and to evaluate when in the progression of limb muscle mass loss those changes were most prominent, we performed a time course analysis following castration. As expected, body mass and seminal vesicle mass values were lower in response to castration (Castration: *P* ≤ 0.0202, Interaction: *P *= 0.0002) while spleen mass was higher in the castrated groups (Castration: *P *< 0.0001, Figure 7A-C). TA and gastrocnemius muscle masses were also lower in the castrated groups compared to sham values (Castration: *P* ≤ 0.0018, Figure 7D-E), particularly at the 49-day time point. Those muscle mass differences between groups were not due to changes in body size as tibia length was not different between groups (Castration: *P *= 0.7217) nor did tibia length change across the time course (Time: *P *= 0.8409, Figure 7F). Notably, both body mass and limb muscle mass values in the sham groups were relatively stable across the time course with the values at day 49 post-surgery being similar to the values obtained on the day of the surgery (day 0), indicating a steady state had been reached prior to starting the experiment.

**Figure 7.**
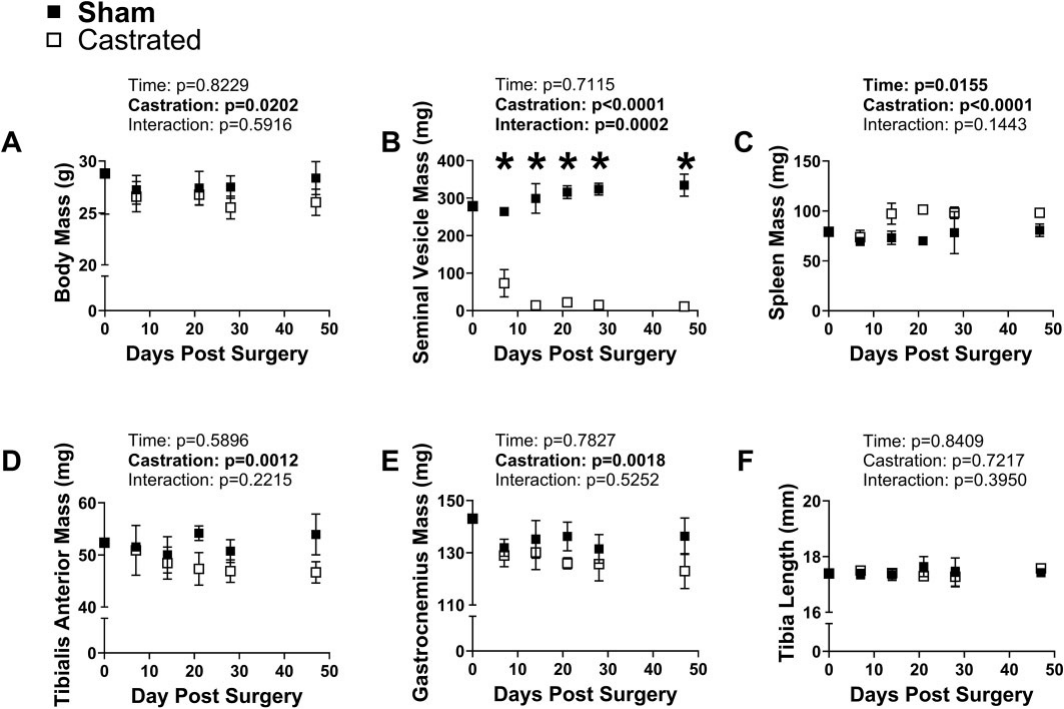
Time course of tissue characteristics following castration. (A) body mass, (B) seminal vesicle (SV) mass, (C) spleen mass, (D) tibialis anterior mass, (E) gastrocnemius mass, and (F) tibia length following castration or sham surgery. *Significantly different via post hoc testing. Otherwise, main effects are reported. *N* = 3-4 per group at each time point.

The mRNA contents of cytokines induced by *Per1* or *Per2* overexpression in vitro including *Ifng, Ikbke, Il17b, and Il18* were below detectable levels in all TA and gastrocnemius muscle samples. In the TA, *Ccl5*/RANTES, *Cxcl9*/MIG, and *Cxcl10*/IP-10 mRNA contents were numerically, but not significantly, higher in the castrated groups, especially during the early time points post-surgery (Castration: *P* ≥ 0.0969; Figure 8A-C).The mRNA content of *Hspa1a* was overall higher in the TA of the castrated groups throughout the time course (Castration: *P *< 0.0001) except for the 14- and 21-day post-surgery time points (Interaction: *P *= 0.0002) where values were not different between groups (Figure 8D). In the gastrocnemius, *Ccl5*/RANTES and *Cxcl9*/MIG mRNA contents were significantly higher in the castrated groups (Castration: *P *= 0.0018), especially during the early post-surgery time points (Figure 8E-F). *Cxcl10*/IP-10 mRNA content in the gastrocnemius was not different between groups (Castration: *P *= 0.9620; Figure 8G). *Hspa1a* mRNA content was lower in the gastrocnemius of the castrated group at the 14-day post-surgical timepoint (Interaction: *P* = 0.0118; Figure 8H).

**Figure 8.**
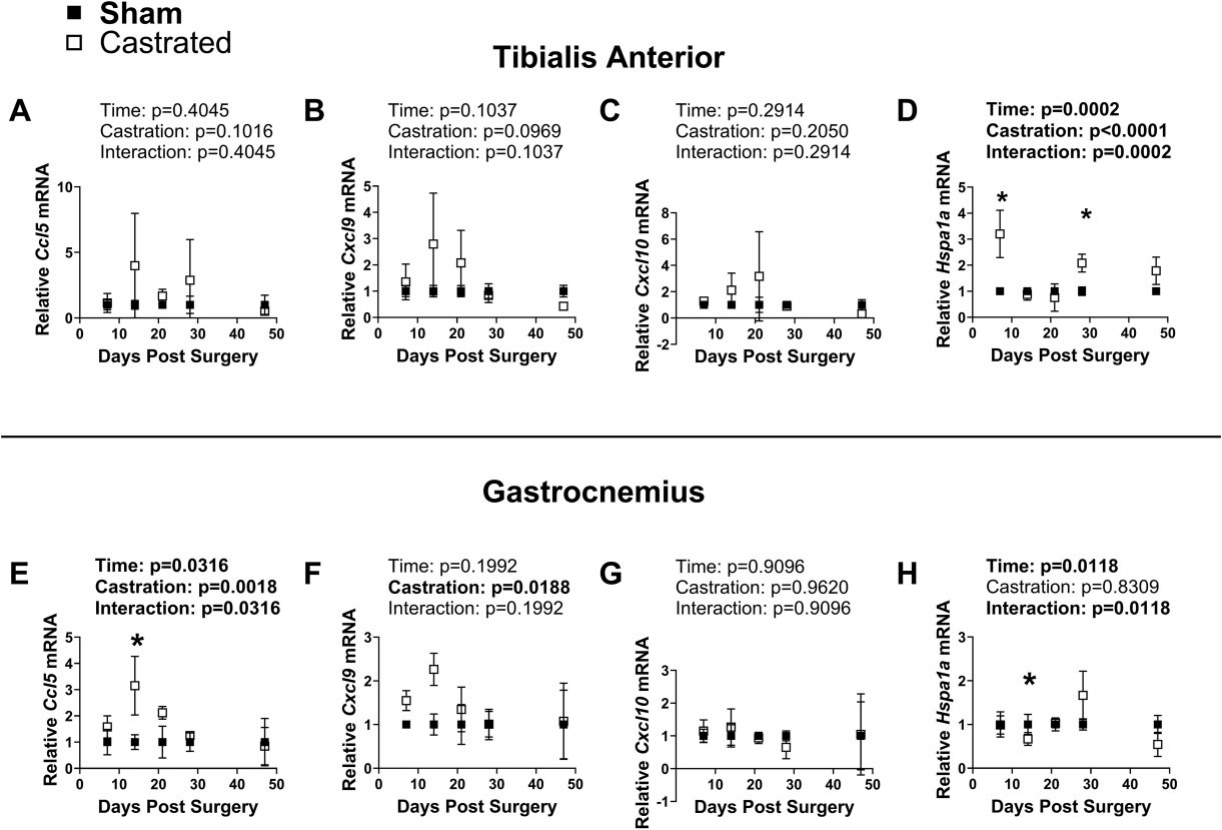
Time course of inflammatory associated genes following castration. The mRNA contents of C-C motif chemokine ligand 5 (*Ccl5*/RANTES), C-X-C motif ligand 9 (*Cxcl9*/MIG), C-X-C motif ligand 10 (*Cxcl10*/IP-10), and Heat shock protein 70 (*Hspa1a*) were determined in the (A-D) tibialis anterior muscle or (E-H) the gastrocnemius muscle by qRT-PCR. *Significantly different via post hoc testing. Otherwise, main effects are reported. *N* = 3 per group at each time point.

## Discussion

Loss of limb muscle mass is a primary discernable feature in men with hypogonadism.^4^ The molecular clock has recently emerged as an important regulator of skeletal muscle health,^16^ and our current work shows increased expression of the primary clock suppressor, *Per2*, is sufficient to promote muscle atrophy in vitro. Moreover, *Per2* deletion in vivo partially maintains some limb muscle mass in response to low androgen levels. We extend that work to show increased expression of the other primary molecular clock suppressor, *Per1*, also induces muscle atrophy in vitro. The *Per1/2* mediated regulation of muscle size occurs in part through an autocrine-mediated process that likely involves inflammation with several of the inflammatory genes identified in vitro being altered during the early stages of limb muscle mass loss in response to low androgen levels. Overall, these data identify *Per1* and *Per2* as novel atrophy-inducing genes with direct implications for their roles in regulating limb muscle mass loss during hypogonadism.

Our finding that sustained *Per1 or Per2* induction promotes muscle atrophy likely by inducing an inflammatory gene expression signature is consistent with work in other cell types showing the PERs modulate inflammation. For example, disrupting *Per2* in macrophages lowered the release of TNFα and IL-12 following stimulation of Toll Like Receptor 9^51^ while loss of *Per1* upregulated immune response related genes in induced neuron cells in culture.^52^ However, the inflammation induced by *Per1 or Per2* overexpression in muscle likely differs from those other cell types as it occurred intrinsically in myotubes without the presence of immune cells or inflammatory-inducing agents (eg, LPS). 

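Of 18 marker genes of macrophages and other leukocytes, 8 passed the filter on low values in each experiment, and none was called higher or lower with limma. With Per1, 2 were higher and 2 lower at the adjusted p alone, and 2 and 3 when adjusted over the list alone and at an unadjusted p under 0.05. The list's median with Per1 was −0.025 and its mean 0.024 (camera, downward, adjusted p = 0.919). With Per2, none was higher and 2 were lower at the adjusted p alone, with 3 lower when adjusted over the list alone and at an unadjusted p under 0.05 (median −0.015, adjusted p = 0.198 from camera). The exact permutation test of list means, chosen after the data were seen, found the leukocyte markers lower with Per2 (−0.0553, adjusted p = 0.0165). Ptprc, which encodes the leukocyte antigen CD45 and was picked after its values were seen, was near the floor of the data, at 2.67 ± 0.019 rlog units (SD, n = 5) with Gfp and 2.69 ± 0.032 (SD, n = 5) with Per1, and at 3.35 ± 0.025 (SD, n = 5) with Gfp and 3.34 ± 0.018 (SD, n = 5) with Per2. Cd14, a receptor for lipopolysaccharide, had log2 differences of −0.022 with Per1 (standard error 0.029, adjusted p = 0.587) and −0.0098 with Per2 (standard error 0.030, adjusted p = 0.835). Itgam, which encodes the integrin CD11b, had log2 differences of 0.10 with Per1 (standard error 0.032, adjusted p = 0.0213) and −0.17 with Per2 (standard error 0.029, adjusted p = 3.44e-04).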

Our data point to IRF3 as a likely mediator of the initial inflammatory gene expression response driven by *Per1* or *Per2* overexpression, as IRF3 phosphorylation was higher in *Per1/2* overexpressing myotubes prior to the myotube atrophy (24 h post-transduction). Subsequent changes to the inflammatory gene signature following longer term *Per1* or *Per2* overexpression were then likely mediated by sustained IRF3 activation combined with the addition of other inflammatory sensitive signaling cascades. In support of this conclusion, conditioned media generated from myotubes overexpressing *Per1* or *Per2* for 48 h increased IRF3 phosphorylation and altered phosphorylation of other signaling proteins responsive to inflammatory mediators (eg, STAT3) that were not altered by *Per1* or *Per2* induction at the 24 h time point. While direct activation of IRF3 via *Per1* or *Per2* has not been demonstrated to our knowledge, we speculate IRF3 activation likely occurred in part by signals such as genomic instability. Prior work showed low androgens make cells susceptible to DNA damage by downregulating DNA repair genes,^53^ and subsequent release of DNA into the cytosol can trigger IRF3 activation.^54^ Thus, PER1/2-mediated IRF3 activation in muscle may reflect a broader interaction between molecular clock regulators, stress responses, and innate immune signaling.

Hypogonadism is linked to systemic inflammation,^55^^,^^56^ yet there is only one known report where inflammatory gene expression was assessed in muscle when androgen levels were low. Jiao et al.^57^ showed mRNA contents of tumor necrosis factor alpha (*Tnfα*), interleukin 1 alpha (*Il1α*), and interleukin 6 (*Il6*) were not altered in the atrophied gastrocnemius of castrated rats compared to values in the gastrocnemius of uncastrated rats, suggesting inflammation is not a predominant regulator of limb muscle mass following androgen deprivation (at least at later time points post-deprivation). However, our data indicate the *Per2*-mediated regulation of limb muscle mass in response to androgen deprivation (ie, Figure 2), and potentially *Per1*, likely involves a set of inflammatory mediators distinct from those reported by Jiao et. al. Indeed, *Tnfα* and *Il1α* mRNA contents were not altered in myotubes overexpressing *Per1* or *Per2* while *Il6* mRNA content was lower following *Per1* or *Per2* inductions. 

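At 48 h, Tnf mRNA content was 5.21 ± 0.049 rlog units (SD, n = 5) with Gfp and 5.21 ± 0.016 (SD, n = 5) with Per1, a log2 difference of −0.0006 (standard error 0.024, adjusted p = 0.988 from limma). With Per2 the log2 difference of Tnf was −0.016 (standard error 0.020, adjusted p = 0.577). Il1a, which encodes interleukin 1 alpha, was near the floor of the data. Its mean of 2.82 rlog units with Gfp and 2.83 with Per1 left it below the filter in the Per1 experiment, and with Per2 its log2 difference was −0.0023 (standard error 0.010, adjusted p = 0.888). Il6 (chromosome 5 of GRCm39 from 30218112 to 30224979) was lower with both viruses at the adjusted p and not at the fold threshold. Its log2 difference was −0.25 with Per1 (standard error 0.034, adjusted p = 4.22e-05) and −0.22 with Per2 (standard error 0.047, adjusted p = 0.00212). At these low levels the rlog transformation limits the size of a difference that can be seen in Tnf and Il1a.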

Rather, our in vitro data suggest chemokines such as CXCL9/MIG, CXCL10/IP-10, and CCL5/RANTES are likely more predominant drivers of the atrophy following *Per1/2* inductions as levels of those chemokines were elevated by a greater magnitude in the *Per1/2* conditioned medias compared to cytokines. Possible chemokine driven atrophy in vivo is likely to be most prominent during the initial stages of muscle mass loss in response to low androgen levels. In the gastrocnemius, *Ccl5*/RANTES and *Cxcl9*/MIG mRNA contents were elevated by the greatest magnitudes during the initial time points following androgen deprivation. While similar trends for those two chemokines were also observed in the TA, statistical significance was not reached due to limited power at the current sample size. Moreover, Heat Shock Protein 70 can have immunosuppressive actions,^58^ and *Hspa1a* mRNA was not elevated in the TA at the early post-surgical time points when *Ccl5/Cxcl9* mRNAs were numerically higher while *Hspa1a* levels were lower in the gastrocnemius at those early post-surgical time points. Together, our data suggest PER2 and possibly PER1 induce limb muscle mass loss in response to low androgen levels likely by promoting a low-grade inflammatory state that is prominent during the initial stages of muscle mass loss.

The muscle phenotype and corresponding inflammatory gene expression signature following *Per1/2* inductions contrast the only other known report where *Per1/2* were overexpressed in muscle cells. In that report, *Per1/2* levels were increased in proliferating C2C12 myoblasts, resulting in enhanced rates of differentiation by increasing expression of genes such as Insulin like growth factor 2 (*Igf2*) and Myogenin (*Myog*).^59^ 

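Igf2, which encodes a growth factor of muscle differentiation, had log2 differences of −0.14 with Per1 (standard error 0.023, adjusted p = 2.22e-04 from limma) and −0.12 with Per2 (standard error 0.053, adjusted p = 0.0831). Myog, which encodes the differentiation factor myogenin, was at 16.65 ± 0.042 rlog units (SD, n = 5) with Gfp and 16.53 ± 0.061 (SD, n = 5) with Per1, a log2 difference of −0.12 (standard error 0.028, adjusted p = 0.00324). With Per2 the log2 difference of Myog was 0.064 (standard error 0.034, adjusted p = 0.158). Of 20 regulators of myogenesis, 1 rose with Per1 and none was called lower. Myf5, a factor that commits cells to the muscle lineage, rose by 0.53 (standard error 0.019, adjusted p = 9.44e-11). With no fold threshold, when adjusted over the list alone and at an unadjusted p under 0.05, 5 regulators were higher and 12 lower with Per1. Mymk, which encodes the fusion protein myomaker, had log2 differences of −0.18 with Per1 (standard error 0.022, adjusted p = 1.69e-05) and −0.14 with Per2 (standard error 0.024, adjusted p = 4.59e-04). As a group the regulators were lower with Per1 (median −0.12, adjusted p = 0.0321 from camera, and adjusted p = 0.203 with an estimated correlation), a result that ended with a filter at a mean rlog of 5 (adjusted p = 0.0611) and after median centring (adjusted p = 0.0694). Markers of proliferating myoblasts, of which Myf5 is one, had a median of 0.079 with Per1 and did not pass camera's test (adjusted p = 0.0504), which they passed with no filter on low values (adjusted p = 0.00602) and under other settings, as in the permutation test of list means chosen after the data were seen (0.1039, adjusted p = 0.0132). With Per2 none of the regulators was called by limma, 3 were higher and 6 lower at the adjusted p alone and when adjusted over the list alone, and 3 and 8 at an unadjusted p under 0.05 (median −0.041, adjusted p = 0.3 from camera).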

Our RNA sequencing analyses did not find induction of either *Igf2* or *Myog* when *Per1* or *Per2* were overexpressed in fully differentiated myotubes. The contrasting data could be due to the timing of *Per1/2* overexpression (myoblasts vs. fully differentiated myotubes) or that the control group in our study overexpressed a protein (GFP) rather than transduction with an empty vector. Regardless, it appears overexpression of *Per1/2* in fully developed myotubes leads to distinctly different gene expression profiles and subsequent phenotypes compared to when *Per1/2* are induced in undifferentiated myocytes.

While our work connects androgen deprivation to muscle atrophy via the molecular clock, links between androgens and other circadian behaviors/physiological processes have been established. For instance, testosterone alters circadian running wheel activity in young and aged male rodents.^60^ Likewise, physiological processes with circadian patterns such as sleep and blood pressure are also controlled in part by testosterone.^61^^,^^62^^,^^63^ Those effects of androgens on circadian behavior/physiology may be mediated in part by the molecular clock as genetic disruption of the clock leads to similar changes to those behaviors/physiological processes.^64^^,^^65^^,^^66^ Thus, the current findings extend upon the breadth of the androgen-circadian literature to include muscle mass regulation.

Overall, our data show overexpression of the primary molecular clock suppressors *Per1* and *Per2* promote muscle atrophy through an autocrine-mediated process likely involving inflammation with implications for their role in promoting muscle mass loss in response to low androgen levels. Despite these novel findings, several important limitations and unanswered questions remain and warrant future investigation. First, loss of *Per2* in muscle alters body temperature, total locomotor activity, and expression of proteins related to metabolism.^67^ Thus, the total loss of PER2 in the current study may have broader systemic effects when combined with androgen deprivation. Second, the role of *Per1* in the promotion of limb muscle mass loss in response to androgen deprivation requires loss of function experiments. Third, whether a more modest elevation of *Per1* and *Per2* elicits a similar inflammatory gene expression profile and muscle atrophy is unknown. Fourth, our work studied the effect of sustained changes to the *Per1/2* genes, and thus, future work should assess how daily *Per1/2* oscillations impact muscle mass in response to androgen deprivation. Fifth, the mechanism(s) by which *Per1* and *Per2* promote an intramuscular inflammatory gene expression profile and the extent to which inflammation contributes to the muscle atrophy are also ill defined. Addressing these limitations/unanswered questions in future work will provide novel insight into the androgen regulation of limb muscle mass as well as the novel role for *Per1/2* to the regulation of skeletal muscle physiology.

## Supplementary Material

zqaf030_Supplementary_Data

## Data Availability

The data that support the findings of this study are available at GEO or are available from the corresponding author upon reasonable request.

# Supplementary material for: Sustained Accumulation of Molecular Clock Suppressors Period 1 and Period 2 Promotes C2C12 Myotube Atrophy Through an Autocrine-Mediated Mechanism With Relevance to Androgen Deprivation-Induced Limb Muscle Mass Loss
**Source:** Function (Oxf). 2025 Jul 9;6(4):zqaf030. doi: 10.1093/function/zqaf030
**Supplement:** zqaf030_Supplementary_Data

**Additional Supplementary data**

**These Supplementary data files do not form part of the PDF but are available from the Function Editorial Office (****) on request:**

1. Supplemental Tables 1 and 2.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

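Bulk RNA sequencing of C2C12 myotubes 48 h after adenoviral transduction was analysed for 4 groups of 5 libraries, Per1 and Gfp in the Per1 experiment and Per2 and Gfp in the Per2 experiment. Groups were assigned from the sample labels, and the Gfp libraries of each experiment by the number series they share with the Per libraries. The authors aligned reads with STAR, counted them per gene and computed regularized log2 values with DESeq2, and these rlog values for 55335 genes in 20 libraries were used as they are. They are on a log2 scale that draws differences toward 0. They hold no read counts, so the depth of each library is unknown, and no counting interval was computed. The genome is GRCm39 in the paper's methods and mm10 in the sample labels. Symbols, positions and transcripts were taken from GENCODE M39, which held 51654 of the gene IDs, 35 of them in the same version.

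The values of the 2 experiments had been made separately, since 2712 genes were 0 in all 10 libraries of the Per1 experiment only, 2391 in all 10 of the Per2 experiment only and 13523 in all 20. Each Per group was therefore compared with the Gfp group of its own experiment and with no other library. Because of this, the planned tests of genes whose change differs between Per1 and Per2, and of genes that differ between the 2 Gfp groups, were not run, nor were the alternatives with all Gfp libraries as controls or with all 4 groups in 1 fit. Genes with a mean rlog of at least 3 over the 10 libraries were tested (20559 with Per1 and 20628 with Per2) with limma 3.58.1 in R 4.3.3, with a trend in the prior variance and two-sided tests. Adjusted p values are Benjamini-Hochberg values over the genes tested. Genes were called at an adjusted p of at most 0.05 and a log2 difference of at least 0.5 in size. The p values measure only the spread between these cultures, which the paper's methods place within an experimental replicate.

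The 25 gene lists were written from textbook knowledge before the rlog values were opened and after the first lines of Supplemental Tables 1 and 2 had been seen. Those tables hold the paper's results from these same libraries, so the lists are not independent of the data. They hold circadian clock genes, interferon-stimulated genes, chemokines, cytokines and their receptors, Toll-like and NOD-like receptor and cytosolic sensing, NF-κB targets, MHC class I presentation, heat shock, atrophy-associated genes, myogenic regulators, sarcomere and contraction, NRF2 targets, p53 targets, cell cycle, unfolded protein and integrated stress responses, extracellular matrix, ABC transporters, oxidative phosphorylation, glycolysis, Hox genes, and markers of macrophages and leukocytes, endothelial cells, proliferating myoblasts, fibro-adipogenic cells and osteogenic cells. Per1 and Per2 were left out of the clock list. Lists were tested with limma's camera (two-sided, preset correlation 0.01, adjusted over 25 lists), with the correlation estimated per list as an alternative, and with a one-sided Fisher's exact test among the genes called higher, against the genes tested. Named genes are every gene the paper names, the 10 largest rises and the 10 largest falls of each comparison among genes whose groups do not overlap (names that are only model numbers left out), and up to 4 called members of each list, or the 2 with the highest mean where none was called. Genes named outside this rule are said to be so where they appear. Overlaps of calls were tested with a one-sided Fisher's exact test over the genes tested in both experiments.

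Alternatives were no filter on low values, a filter at a mean rlog of 5, median centring, quantile normalization, no trend, array weights, limma's treat, no fold threshold, a fold threshold of 1, a call that also needs groups without overlap, the library numbers as a replicate block, and leaving out each library in turn. The block uses only numbers found in both groups, so in the Per1 experiment it leaves out Gfp library 16 and Per1 library 12. Chosen after the data were seen were an exact permutation test of list means per library (126 splits of 5 against 5) and a fold threshold rescaled to the paper's tables. The median ratio of the rlog difference to the paper's log2 fold change was 0.563 (interquartile range 0.453 to 0.627, 627 genes) with Per1 and 0.517 (0.35 to 0.614, 562 genes) with Per2, among genes with a fold change of at least 0.5 in the first 1999 rows of each of the paper's tables, the only rows used here. Other splits of the libraries, 100 per result, were drawn with seed 20250709. Transcripts of selected genes were searched for shared sequences of 31 bases. The calls were tested on simulated rlog values, to which differences of 0.6 or 1 were added. With the spread of the Per1 experiment 100 of 100 genes with 0.6 and 100 of 100 with 1 were called. With that of the Per2 experiment 99 of 100 and 100 of 100 were called, and no unchanged gene was called. The differences were added on the rlog scale, so the simulation does not show how many changes are missed because rlog draws them toward 0. Of the paper's called genes held here, 137 of 627 with Per1 and 102 of 562 with Per2 were called. Python 3.11.15 was used for tables and plots. Some genes that the analysis holds are not reported here. The paper's measurements at 24 h, of proteins, of myotube diameter and in mice were not analysed here.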

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

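The tests for reads shared between transcripts and the counts over other splits of the libraries were set before their results were seen, and the other tests below were chosen after.

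Interferon-stimulated genes were higher with both Per viruses, and the lower of the 2 medians of the list was 0.50 (camera, adjusted p = 6.95e-35 with Per1 and 8.36e-19 with Per2). Both calls ended with an estimated correlation (adjusted p = 0.0765 and 0.425). Gbp5, an interferon-inducible gene outside the list, was called lower with both viruses (−0.97 and −0.76). The median of the 8 leukocyte markers tested was at most −0.015, which argues against a gain of leukocyte RNA that these markers would show. The other markers of the list of 18 were below the filter on low values and cannot decide. Of those tested, Itgam was higher with Per1 (0.10) and lower with Per2 (−0.17). The list's median was at least 0.47 after median centring and quantile normalization, which argues against the scaling of the libraries. The 4-fold higher dose of virus in both Per groups and an effect of the Per genes cannot be told apart, since every Per library had the higher dose. An effect of the Per genes stays open, as does the dose. By camera's p, other splits of the Per2 experiment do not exclude chance for the interferon-stimulated list. A camera p as small as 6.69e-20 came from 14 of 100 splits, the smallest being 7.74e-46. The exact permutation test of list means ranks the difference and not camera's p. It passed for the interferon-stimulated list with Per2 (0.5552, adjusted p = 0.0165). The lowest Per2 library (10.50) was above the highest Gfp library of that experiment (10.42).

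Hoxb2 had a log2 difference of 2.46 with Per1 and is not discussed by the paper. Transcripts of Hoxb2 and Per1 share 0 sequences of 31 bases, which argues against reads shared with the annotated Per1 transcript. The largest change among the 4 other HoxB genes tested was 0.13, which argues against a rise of the whole cluster of the size seen in Hoxb2. Small rises passed the adjusted p from limma in Hoxb3 (0.092, adjusted p = 0.0321) and Hoxb4 (0.13, adjusted p = 0.00724), and Hoxb5 (−0.0085) and Hoxb6 (−0.018) did not rise. Hoxb1 was below the filter on low values. With Per2 the change was −0.029, at a level near the floor of the data (3.36 rlog units with Gfp, against 7.11 in the Per1 experiment), where rlog limits differences, so this value does not decide on vector sequence that the Per1 and Per2 viruses share. An effect of Per1 and sequence of the viruses, which was not used here, cannot be told apart.

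Mstn had a log2 difference of 1.54 with Per1 and is not discussed by the paper in these data. Transcripts of Mstn share 0 sequences of 31 bases with those of Gdf11 and Per1, which argues against shared reads. The change with Per2, given at the same dose, was 0.0003, which argues against the dose of virus. The median of the sarcomere and contraction genes with Per1 was −0.18, which argues against further differentiation of the myotubes. An effect of Per1 may account for the rise, as a hypothesis found and tested on the same libraries.

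Other signals in genes that the paper does not name, or in lists that it does not test, were the falls of Hspa1b (−1.61), a paralog of Hspa1a, whose lower mRNA content the paper reports with both viruses, and Ptgs2 (−1.59) with Per2. The median log2 difference with Per1 and with Per2 was −0.22 and −0.29 for heat shock genes, −0.21 and −0.27 for NRF2 targets, 0.36 and 0.23 for MHC class I presentation, and −0.18 and −0.096 for sarcomere and contraction. With an estimated correlation camera's calls ended for NRF2 targets (adjusted p = 0.0829 and 0.097) and for sarcomere and contraction (adjusted p = 0.0829 and 0.507) with both viruses and for MHC class I presentation with Per2 (adjusted p = 0.206). By camera's p, other splits of the libraries do not exclude chance for sarcomere and contraction with Per2 (36 of 100). The exact permutation test of list means passed for this list with Per2 (−0.1125, adjusted p = 0.0305).

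Among the named genes, 2 had no overlap of the groups in either experiment and opposite directions with Per1 and Per2, and the difference was not tested. Clock had log2 differences of −0.072 with Per1 and 0.13 with Per2, and Itgam had 0.10 and −0.17.

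In 25 of 478 groups of 5 libraries (5.23%, where 1 in 20, or 23.9, is due to chance), 1 library stood apart from the other libraries of its group by a gap of more than 0.71 of the group's range. Of these, 6 were Per2 library 4, with Oas2 (0.906), Oas3 (0.857), Oas1a (0.755), Per3 (0.756), Osbp2 (0.735) and Ifi27l2a (0.713). Per1 library 12 had 5, with Stat2 (0.804), Per1 (0.784), Gap43 (0.76), Myog (0.759) and Csf1 (0.756). In the other Per libraries these were Irf7 (0.712) and Oas1a (0.713) in Per1 library 11, Calr (0.847) in Per2 library 1, Clock (0.746) in Per2 library 2, Gclm (0.722) in Per2 library 3 and Itgam (0.756) in Per2 library 5. In the Gfp libraries of the Per1 experiment they were Ifi27l2a (0.71) in library 11, Atf3 (0.764) and B2m (0.721) in library 13, and Psmb8 (0.926) and Atp5f1b (0.805) in library 14. In Gfp library 3 of the Per2 experiment they were Cxcl1 (0.745), Csf1 (0.724) and the mean of the Toll-like, NOD-like and cytosolic sensing list (0.744).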

How the results depend on the processing

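The rescaled fold threshold and the exact permutation test of list means were chosen after the data were seen. Counts of genes are given as higher and lower with Per1, then higher and lower with Per2, then called the same way with both. They were 38, 15, 11, 17 and 14 with treat, 4131, 4232, 3842, 3600 and 4488 with no fold threshold, 10, 2, 3, 7 and 3 with a fold threshold of 1, and 459, 289, 418, 370 and 330 with thresholds rescaled to 0.281 and 0.258, since these settings move the fold threshold itself. Interferon-stimulated genes called higher were 17 with Per1 and 0 with Per2 with treat, 4 and 1 at a fold threshold of 1, and 42 and 45 at the rescaled thresholds. With the library numbers as a replicate block the 5 counts of all genes were 99, 50, 67, 61 and 66, and the same numbers did not go with like values, so they do not pair the libraries. With Per1 the block also leaves out Gfp library 16 and Per1 library 12, so its results there are not due to the block alone. Pearson's r across genes was 0.694 with a filter at a mean rlog of 5, 0.672 with array weights, 0.674 with the block and 0.665 to 0.687 leaving out 1 library. With an estimated correlation, camera's calls of the interferon-stimulated list ended with both viruses at medians of 0.61 and 0.4965, which are unchanged, since that setting moves only the correlation assumed between genes. The cytokine list passed with Per1 at medians of −0.0105 with no filter, −0.0489 after quantile normalization and −0.0553 to −0.0327 without any 1 of 3 libraries, in a range of −0.0553 to −0.0221 leaving out each library, and the sensing list passed with no filter at 0.0286 with Per1 and 0.0246 with Per2, and the cause was not tested. In the test of list means, 18 results for lists passed that had not passed camera, 1 no longer passed and 1 reversed. Cytokines passed at −0.025 and −0.026 and the sensing list at 0.0968 and 0.0837 with Per1 and Per2, chemokines passed at 0.0565 with Per1, and atrophy-associated genes reversed with Per1, to 0.0378, since a mean weighs Mstn more. The others that passed were p53 targets, in opposite directions with Per1 and Per2 (0.0588 and −0.0560), markers of proliferating myoblasts (0.1039 and 0.0467), fibro-adipogenic cells (0.0593 and 0.1098) and osteogenic cells (−0.0909 and −0.0771), with Per1 Hox genes (0.1142) and endothelial markers (0.0645), and with Per2 clock genes (0.0360), stress response genes (−0.0493) and leukocyte markers (−0.0553), and matrix genes with Per2 no longer passed (0.0477). The mean of the Hox genes with Per1 likewise weighs Hoxb2, the only one called, and their median was 0.0054. Quantile normalization reversed Cdkn1a (0.0694) and Igfbp5 (−0.09) with Per1 and Atp5f1b (0.021) and Pkm (−0.1183) with Per2, and the cause was not tested. Of the named genes, 2273 results leaving out 1 library were the same, 22 passed and 15 missed the thresholds that they had missed or passed. The alternatives with all Gfp libraries as controls or all 4 groups in 1 fit, the genes whose change differs between Per1 and Per2 and the genes that differ between the 2 Gfp groups were not run, since the values of the experiments were made separately. The depth of the libraries is unknown, and rlog limits the size of differences at low levels.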

Differences from the paper's values

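The rescaled fold threshold was chosen after the values were seen. At the thresholds in the paper's methods, the paper reports 616 genes higher, 976 lower and 1592 in all with Per1, against 91, 52 and 143 here. With Per2 the paper reports 665 higher, 783 lower and 1448 in all, against 67, 61 and 128 here. None of the alternatives set before the data were examined gives counts that no longer differ from the paper's by the same measure. At the adjusted p alone the numbers of genes were 8363 here and 8440 in the paper's table with Per1, and 7442 and 7635 with Per2. The paper's fold changes are DESeq2's log2 fold changes, and those here are differences of rlog values, which are drawn toward 0. Only the first 1999 rows of each table were used here, and the other 6441 rows with Per1 and 5636 with Per2 were not. Of the 1999 genes of each table, 1998 were matched and all 1998 had the same sign with each virus, and among the genes of these rows with a fold change of at least 0.5 the ratio of the rlog difference to the paper's value had a median of 0.563 with Per1 and 0.517 with Per2. With thresholds rescaled by these ratios, chosen after the values were seen, 459 genes were higher and 289 lower with Per1 and 418 and 370 with Per2, and 64 of 627 and 107 of 562 of the paper's called genes held here were not called. Of those 627 and 562 genes, 137 and 102 were called at the thresholds used here and 626 and 562 passed the adjusted p with no fold threshold, and Stat2 with Per2, which the paper's table holds above the threshold, passed it when some single libraries were left out, after quantile normalization and with array weights. With no fold threshold and with the rescaled threshold, chosen after the values were seen, Bmal1, Ccl8, Cxcl10, Ikbke and Stat2 were called with Per1 and Cxcl9, Ikbke, Il18, Per3 and Stat2 with Per2, and Ifng was called with Per1 with no fold threshold only.

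Of 26 log2 differences set beside the paper's tables, whose errors are standard errors, all 26 had the same sign, all 26 were smaller here and all 26 differed by more than the larger error. With Per1 they were 0.65 in the paper and 0.41 here for Bmal1, 1.96 in the paper and 0.98 here for Ccl5, 0.98 in the paper and 0.33 here for Ccl8, 1.18 in the paper and 0.75 here for Cry1, 0.44 in the paper and 0.28 here for Cry2, 0.74 in the paper and 0.34 here for Cxcl10, −1.04 in the paper and −0.67 here for Hspa1a, 1.13 in the paper and 0.24 here for Ifng, 0.71 in the paper and 0.41 here for Ikbke, 0.45 in the paper and 0.26 here for Il18, 0.18 in the paper and 0.12 here for Mapk3, 7.41 in the paper and 4.31 here for Per1, 0.68 in the paper and 0.44 here for Stat2 and −0.28 in the paper and −0.18 here for Trim63. With Per2 they were 1.06 in the paper and 0.67 here for Bmal1, 0.92 in the paper and 0.52 here for Ccl5, 1.46 in the paper and 0.92 here for Cry1, 0.47 in the paper and 0.30 here for Cry2, 1.46 in the paper and 0.32 here for Cxcl9, −2.37 in the paper and −1.51 here for Hspa1a, 0.62 in the paper and 0.36 here for Ikbke, 0.66 in the paper and 0.38 here for Il18, 9.18 in the paper and 4.89 here for Per2, −0.73 in the paper and −0.44 here for Per3, 0.78 in the paper and 0.49 here for Stat2 and −0.24 in the paper and −0.16 here for Trp53. None of the alternatives set before the data were examined, leaving out each library included, brings any of these within the errors.

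The paper reports more genes lower than higher with both viruses. With Per1 91 were higher and 52 lower here, while 4131 were higher and 4232 lower at the adjusted p alone, and with Per2 67 were higher and 61 lower, and 3842 and 3600 at the adjusted p alone. The paper ranks the cytokine and receptor pathway first for both viruses among genes altered in either direction. Camera's test looks for a shift in 1 direction. The list of cytokine and receptor genes did not pass it here (adjusted p = 0.0512 with Per1 and 0.307 with Per2), nor did the sensing list (0.128 and 0.0971), while the sensing list passed with no filter (adjusted p = 0.027 and 0.00634) and the cytokine list did so with Per1 (adjusted p = 0.027), with lower values. Among the genes called higher, the sensing list was over-represented with Per1 (one-sided Fisher's exact test, adjusted p = 0.00472) and not with Per2 (adjusted p = 0.41), and the cytokine list with neither (adjusted p = 0.432 and 1). In the permutation test of list means, chosen after the data were seen, the sensing list was higher with both viruses (0.0968, adjusted p = 0.0132, and 0.0837, adjusted p = 0.0165) and the cytokine list was lower with both (−0.0250, adjusted p = 0.0132, and −0.0260, adjusted p = 0.0397). These lists are not the paper's pathway sets. The Fisher's exact tests covered only the genes called higher. Enrichment among genes altered in either direction was not tested, so these results do not decide on the paper's ranking. At the adjusted p alone 10 of 48 cytokine and receptor genes were higher and 23 lower with Per1, and 11 and 18 of 49 with Per2. Over all genes tested these counts were 4131 and 4232 of 20559, and 3842 and 3600 of 20628. The paper lists STAT2 among the transcription factors predicted to regulate its upregulated genes, and the interferon-stimulated genes were higher here with both viruses (camera, adjusted p = 6.95e-35 and 8.36e-19), calls that ended with an estimated correlation (adjusted p = 0.0765 and 0.425).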

Other observations

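The counts over other splits were set before their results were seen, and the exact permutation tests of list means and the picks of single genes outside the naming rule were chosen after. Heat shock genes fell together with both viruses. Of 23 tested, 3 fell with Per1 (20 lower and 1 higher at the adjusted p alone and when adjusted over the list alone) and 4 with Per2 (21 lower and none higher at the adjusted p alone, 21 and 1 when adjusted over the list alone). Hsph1, an HSP110 chaperone, fell by 0.58 and fell by 0.80, and Dnajb1, an HSP40 cochaperone, was at −0.37 and fell by 0.64. The adjusted p from camera was 4.91e-16 with Per1 and 2.13e-20 with Per2 (adjusted p = 0.0204 and 0.0377 with an estimated correlation). NRF2 targets were lower too, with 2 of 20 called lower with Per1 (14 lower and 2 higher at the adjusted p alone, 14 and 3 when adjusted over the list alone) and 4 with Per2 (16 and 3 in both counts). Of these, Srxn1 missed the fold threshold with Per1 after quantile normalization (−0.4979) and with Per2 without Per2 library 3 (−0.4995). Gclm, a subunit of the enzyme that makes glutathione, fell by 0.88 and fell by 0.90, and Hmox1, heme oxygenase 1, was at −0.21 and fell by 0.70. The adjusted p of the NRF2 targets was 2.58e-07 and 1.15e-10 from camera (adjusted p = 0.0829 and 0.097 with an estimated correlation). Sarcomere and contraction genes were lower as a group, with no gene called of 44 (limma), 36 lower with Per1 and 19 lower and 2 higher with Per2 at the adjusted p alone, 38, 19 and 2 when adjusted over the list alone, and 38, 22 and 2 at an unadjusted p under 0.05 (camera, adjusted p = 3.40e-15 and 1.58e-05, and adjusted p = 0.0829 and 0.507 with an estimated correlation). Acta1, skeletal actin, was at −0.14 with Per1.

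Of 34 extracellular matrix genes, none was called higher and 2 were called lower with Per1, and 2 higher and 3 lower with Per2 (limma). The list was over-represented among the genes called higher with Per2 (one-sided Fisher's exact test, adjusted p = 0.0441). Ccn1 and Ccn2, matricellular proteins, fell with both viruses (Ccn1 −0.68 and −0.72, Ccn2 −0.60 and −0.52), and with Per2 Loxl2 (0.65) and Thbs2 (0.62) rose. Ccn2 with Per2 missed the fold threshold without Gfp library 5 (−0.4931). At the adjusted p alone 13 matrix genes were higher and 11 lower with Per1 and 14 and 7 with Per2, and 15, 11, 17 and 8 when adjusted over the list alone. Their median was 0.033 and mean −0.036 with Per1 (camera, downward, adjusted p = 0.968), and the median was 0.068 with Per2 (adjusted p = 0.0471, and adjusted p = 0.678 with an estimated correlation), a call that ended without Gfp library 3 (0.055, adjusted p = 0.135) or Per2 library 2 (0.067), 3 (0.064), 4 (0.071) or 5 (0.058), with a filter at a mean rlog of 5 (adjusted p = 0.0565), after quantile normalization (adjusted p = 0.0938), with no trend (adjusted p = 0.0629) and in the permutation test of list means (adjusted p = 0.104). Of 20 genes of the unfolded protein and integrated stress responses none was called with Per1 (limma, 8 higher and 4 lower at the adjusted p alone, 8 and 5 when adjusted over the list alone and at an unadjusted p under 0.05, median 0.040, camera adjusted p = 0.305), and with Per2 Atf3, a stress-induced transcription factor, fell by 0.53 (7 higher and 10 lower at the adjusted p alone and when adjusted over the list alone, median −0.034, adjusted p = 0.294), which missed the fold threshold without Gfp library 1 (−0.4952) or Per2 library 4 (−0.4914). No gene of oxidative phosphorylation (30) or glycolysis (21) was called with limma. For oxidative phosphorylation 4 were lower with Per1 and 5 with Per2 at the adjusted p alone, 3 and 3 when adjusted over the list alone, and 5 and 9 at an unadjusted p under 0.05, with medians of 0.0013 (mean −0.015, adjusted p = 0.655 from camera) and −0.012 (adjusted p = 0.154), and the list passed with Per2 without Gfp library 1 (−0.029, adjusted p = 0.0382) or Gfp library 2 (−0.029, adjusted p = 0.0112) and with array weights (adjusted p = 0.0205). For glycolysis 13 were higher and 5 lower with Per1 and 9 and 4 with Per2 at the adjusted p alone, 14, 5, 10 and 4 when adjusted over the list alone, and 14, 5, 11 and 4 at an unadjusted p under 0.05 (median 0.081, adjusted p = 0.0866, and 0.057, adjusted p = 0.0828), and this list passed without Per1 library 14 (adjusted p = 0.0326), Gfp library 3 of the Per2 experiment (adjusted p = 0.0441) or Per2 library 5 (adjusted p = 0.0497), with no filter (adjusted p = 0.0113 with Per1 and 0.00473 with Per2), after median centring (adjusted p = 0.0409 and 0.0366) and with Per1 after quantile normalization (adjusted p = 0.0491).

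Of 24 Hox genes tested, Hoxb2 was called with Per1 and none with Per2 (limma, 6 higher and 2 lower and 5 and 4 at the adjusted p alone and when adjusted over the list alone, 5 and 4 with Per2 at an unadjusted p under 0.05, medians 0.0054 and 0.0026, camera adjusted p = 0.541 and 0.916). Markers of endothelial cells (8 tested, none called with limma) were at a median of 0.035 with Per1 (4 higher and 1 lower at the adjusted p alone, 4 and 2 when adjusted over the list alone and at an unadjusted p under 0.05, camera adjusted p = 0.541) and −0.065 with Per2 (5 lower at the adjusted p alone and when adjusted over the list alone, 6 at an unadjusted p under 0.05, adjusted p = 0.0422, and adjusted p = 0.206 with an estimated correlation), a call that ended without Gfp library 5 (−0.069), Per2 library 2 (−0.065) or Per2 library 4 (−0.062), with a filter at a mean rlog of 5 (adjusted p = 0.285) and after median centring (adjusted p = 0.0583). Markers of proliferating myoblasts (10, Myf5 called with Per1) were at medians of 0.079 and 0.040 (5 higher and 2 lower with Per1 and 4 and 1 with Per2 at the adjusted p alone, 6, 2, 4 and 1 when adjusted over the list alone, camera adjusted p = 0.0504 and 0.209), and passed with Per1 without Gfp library 13 (adjusted p = 0.0403), 14 (adjusted p = 0.0417) or 16 (adjusted p = 0.0424) or Per1 library 12 (adjusted p = 0.0221) or 13 (adjusted p = 0.0446), with no filter (adjusted p = 0.00602), after median centring (adjusted p = 0.0328), after quantile normalization (adjusted p = 0.0224), with array weights (adjusted p = 0.0381) and with the library numbers as a block, which leaves out Gfp library 16 and Per1 library 12 (adjusted p = 0.0256). Of fibro-adipogenic markers (8 tested) Dpt rose with Per2 (0.62), and none was called with Per1 (3 higher and 2 lower and, with Per2, 3 and 2 at the adjusted p alone, 3, 2, 4 and 2 when adjusted over the list alone, 3 and 3 with Per1 at an unadjusted p under 0.05, medians 0.0031 and 0.065, camera adjusted p = 0.541 and 0.209). Osteogenic markers (6 tested with Per1 and 7 with Per2, none called with limma) were at medians of −0.051 and −0.074 (2 and 3 lower at the adjusted p alone, 2 and 4 when adjusted over the list alone, 2 and 4 at an unadjusted p under 0.05, camera adjusted p = 0.128 and 0.198). Lars2, which holds rRNA-like sequence and was picked after its values were seen, was at −0.37 with Per1 and fell by 0.56 with Per2. The mitochondrial rRNA mt-Rnr2 was at −0.026 and −0.15. Whether these values reflect rRNA left in the libraries was not tested. The mRNA of kinases and factors that the paper measured as proteins was at 0.12 and 0.098 for Mapk3, −0.15 and −0.076 for Stat3, −0.018 and 0.028 for Rela and −0.044 and −0.028 for Nfkbia with Per1 and with Per2, and that of Rplp0 was at −0.025 and −0.10.

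Of 100 splits of the libraries of each experiment into 5 and 5, 1 gave as many genes higher with Per1, the real one (91, against at most 1 in the others), 1 as many lower (52, at most 1), 1 as many higher with Per2 (67, at most 0) and 1 as many lower (61, at most 0), so chance can be excluded for these counts. It can also be excluded for the 67 genes called the same way (1 split, at most 0 in the others). For the correlation across genes the real grouping gave 0.679 and another pair of splits gave 0.655. Only 100 of the possible pairs of splits were drawn and the margin is small, so chance is not excluded for the size of this correlation. The counts for lists below rest on camera's p and are not adjusted over the lists so tested. Of the 126 possible splits of each experiment 100 were drawn, so a split that was not drawn may give a p as small. All these splits measure only the spread between these cultures, which the paper's methods place within an experimental replicate. With Per1 chance can be excluded only at an unadjusted 1 in 100 of the splits drawn for NF-κB targets (1 of 100, real 4.32e-06, smallest other 1.44e-05), MHC class I presentation (1 of 100, real 1.66e-16, smallest other 3.67e-12) and heat shock (1 of 100, real 3.93e-17, smallest other 3.13e-11), and for interferon-stimulated genes (1 of 100, real 2.78e-36, smallest other 8.27e-28) and NRF2 targets (1 of 100, real 5.15e-08, smallest other 3.77e-07), whose calls ended with an estimated correlation (adjusted p = 0.0765 and 0.0829). For NF-κB and NRF2 targets the margin is small, so over the splits that were not drawn chance is not excluded. Chance can be excluded only at an unadjusted 3 in 100 for sarcomere and contraction (3 of 100, real 5.44e-16, smallest other 3.08e-17), whose call ended with an estimated correlation as well (adjusted p = 0.0829). Cytokines, which camera did not call (adjusted p = 0.0512), had 3 of 100 splits with a p as small, the real one included (real 0.0184, smallest other 0.012). By camera's p chance is not excluded for chemokines (55 of 100, real 0.453, smallest other 0.00213) or the sensing list (7 of 100, real 0.0624, smallest other 0.0344). Both lists passed the exact permutation test of list means with Per1 (adjusted p = 0.035 and 0.0132). With Per2 chance can be excluded only at an unadjusted 1 in 100 of the splits drawn for heat shock (1 of 100, real 8.52e-22, smallest other 2.71e-11), and for NRF2 targets (1 of 100, real 1.38e-11, smallest other 6.53e-08), whose call ended with an estimated correlation (adjusted p = 0.097). It can be excluded only at an unadjusted 4 in 100 for NF-κB targets (4 of 100, real 3.45e-05, smallest other 1.20e-05) and MHC class I presentation (4 of 100, real 2.50e-11, smallest other 7.47e-13), and both calls ended with an estimated correlation (adjusted p = 0.302 and 0.206). By camera's p it is not excluded for interferon-stimulated genes (14 of 100, real 6.69e-20, smallest other 7.74e-46), chemokines (68 of 100, real 0.554, smallest other 1.16e-05), cytokines (35 of 100, real 0.258, smallest other 0.0091), the sensing list (33 of 100, real 0.0466, smallest other 1.26e-04) or sarcomere and contraction (36 of 100, real 3.17e-06, smallest other 6.75e-20). The exact permutation test of list means ranks the difference and not camera's p. With Per2 it passed for interferon-stimulated genes and the sensing list (adjusted p = 0.0165 for each), cytokines (adjusted p = 0.0397) and sarcomere and contraction (adjusted p = 0.0305), and not for chemokines (adjusted p = 0.431).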
